# The Aged Retinal Pigment Epithelium/Choroid: A Potential Substratum for the Pathogenesis of Age-Related Macular Degeneration

**DOI:** 10.1371/journal.pone.0002339

**Published:** 2008-06-04

**Authors:** Huiyi Chen, Bin Liu, Thomas J. Lukas, Arthur H. Neufeld

## Abstract

**Background:**

Although the statement that age is the greatest risk factor for Age-related macular degeneration (AMD) is widely accepted, the cellular and molecular explanations for that clinical statement are not generally known. A major focus of AMD research is the retinal pigment epithelium (RPE)/choroid. The purpose of this study was to characterize the changes in the RPE/choroid with age that may provide a background for the development of AMD.

**Methodology/Principal Findings:**

We compared the transcriptional profiles, key protein levels and histology of the RPE/choroid from young and old mice. Using three statistical methods, microarray data demonstrated marked changes in the old mouse. There were 315 genes differentially expressed with age; most of these genes were related to immune responses and inflammatory activity. Canonical pathways having significant numbers of upregulated genes in aged RPE/choroid included leukocyte extravasation, complement cascades, natural killer cell signaling and IL-10 signaling. By contrast, the adjacent neural retina showed completely different age-related changes. The levels of proteins that participate in leukocyte extravasation and complement pathways were consistently increased in the normal, aged RPE/choroid. Furthermore, there was increased gene expression and protein levels of leukocyte attracting signal, chemokine ligand 2 (Ccl2) in aged RPE/choroid. In old animals, there was marked extravasation and accumulation of leukocytes from the choroidal circulation onto Bruch's membrane and into the RPE.

**Conclusions/Significance:**

These phenotypic changes indicate that the RPE/choroid in the normal, old mouse has become an immunologically active tissue. There are signals from the normal, aged RPE/choroid which recruit leukocytes from the circulation and activate the complement cascade. These age-related changes that occur in the RPE/choroid with age, to the extent that they occur in the human retina, may provide the background for an error in regulation of immunological activity to cause AMD to appear in an elderly individual.

## Introduction

Although the statement that age is a risk factor for many adult human diseases is widely accepted, the cellular and molecular explanations for that clinical statement are not generally known [1], [2]. We believe that older individuals have underlying changes in specific tissues that increase the susceptibility of the tissues to causative disease processes and/or contribute to progression of the age-related disease. Thus, certain age-related changes can be identified as susceptibility factors and may occasionally be manifested clinically as risk factors. The key to identifying these underlying factors is to characterize the phenotype of the normal, aged tissue.

We hypothesize that normal aging of the retinal pigment epithelium (RPE)/choroid provides a background for the development of age-related macular degeneration (AMD). The RPE, which is adjacent to the photoreceptors and rests on Bruch's membrane, phagocytoses and digests the distal parts of the outer segments of the photoreceptors. The choroid, on the other side of Bruch's membrane, supplies oxygen and nutrients to the RPE and photoreceptors. The early stage of dry AMD is characterized by the presence of drusen in the macula between the RPE and Bruch's membrane. Drusen diminishes diffusion from the choroidal circulation to the retina, causing adverse effects on both the RPE and photoreceptors [3], [4]. Many laboratories studying the components of drusen have shown that drusen has a complex protein composition that includes immunoglobulins, activated complement components and complement regulators from the choroidal circulation [4]–[6], and lipids, intracellular proteins and cytosolic stress response proteins from RPE cells [6]. However, the etiology of drusen and why the presence of drusen increases with age are not completely understood.

AMD is likely to be a multi-factorial disease. Human genetic studies have identified genes, e.g. ABCA4 [7], CX3CR1 [8], ELOVL4 [9], APOE [10], [11] and MMP9 [12], the mutations of which are associated with AMD. Recently, variants of CFH (complement factor H) [9], [13], LOC387715/HTRA1 [14]–[16] and BF/C2 (complement factor B/ complement component 2) [17], [18] have been highlighted as major loci contributing to AMD [19], [20]. In human RPE/choroid, there are differentially expressed genes related to inflammation in the macular region compared to extramacular regions [21]. Whereas several genes are associated with AMD and more are likely to be identified, the genetic findings do not provide an explanation for the onset of AMD late in life.

To test our hypothesis that there are underlying changes in the RPE/choroid with age that provide a background for the development of AMD, we compared gene expression profiles, key protein levels and cell markers in the RPE/choroid of young and old mice. Our results indicate that in the old mouse, the RPE/choroid has become an immunologically active tissue. We believe that these marked differences with age in the RPE/choroid, if similar changes occur in the human retina, contain the underlying cellular and molecular activities for the development of AMD.

## Results

### Comparison of functional categories of altered gene expression with age

The microarray data from RPE/choroid have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE10965. 

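RNA from the RPE/choroid of male C57BL/6 mice was hybridized to Affymetrix Mouse 430 2.0 arrays, 4 from young animals aged 4 months and 4 from old animals aged 26 months. Each array held RNA pooled from 4 RPE/choroids of 2 animals, so that a replicate stands for a pair of mice. The deposited table holds a linear intensity for each of 45101 probe sets, with array medians from 129 to 135 and a highest value of 19749. The paper names RMA for its Limma analysis, invariant set normalization for Dchip and BRB-ArrayTools for SAM, and its text does not say which of these gave the deposited values. The values are linear and their distributions differ between arrays, whereas RMA gives log2 values with a common distribution. Intensities below 1, which were 8 to 14 per array, were set to 1 and log2 was taken. limma was fitted to the 45037 probe sets that are not controls, with Benjamini-Hochberg adjustment over all of them. Of these, 34945 name a single gene and cover 18194 genes, and a gene is represented by its probe set with the highest mean log2 level. Detection calls were not used here, so the paper's removal of probe sets Absent in every sample was not repeated. C3, C4b, Lck and Bcl2a1a, which the paper names, have no probe set assigned to that gene alone in the annotation used and were not analysed here. Arrays of the same age had correlations of at least 0.991 across probe sets, and their number limits the precision of every value.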

By comparing RPE/choroid tissues from young and old animals, the analyses of our microarray data showed consistent results and distinctive transcriptional profiles. 

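Igha, Igkv8-30 and Jchain were among the 10 genes with the largest rises in the RPE/choroid of old animals. No list of immunoglobulin genes was tested. Igha, which encodes the constant region of IgA, rose from an intensity of 96.0 ± 36.3 (SD, n = 4) in young to 2402 ± 1270.5 (SD, n = 4) in old animals, a log2 fold change of 4.58 (standard error 0.35, adjusted p = 6.9e-05 from limma). Igkv8-30, a variable segment of the kappa light chain, had a log2 fold change of 4.14, and Jchain, which links IgA and IgM units, one of 3.88. Jchain was at 1608 in old replicate 2 and at 669 to 710 in the other old arrays. Of 10 plasma cell markers, 2 were higher and 3 lower (camera with a preset correlation, adjusted p = 0.866). Among them, Ighm did not pass by its probe set with the highest mean log2 level, though other probe sets of it rose. The mean centred log2 value of the plasma cell list did not overlap between the ages, at -0.27 to -0.14 in young and 0.15 to 0.26 in old arrays. Its genes had a mean log2 fold change of 0.40 and a median of -0.04. Orm1, an acute phase glycoprotein, rose by 3.93 on the log2 scale (standard error 0.25, adjusted p = 3.7e-05). Fold changes over 2 with an adjusted p under 0.01 were found by limma for 273 genes, from 380 probe sets. With the fold and unadjusted p thresholds that the paper gives for Dchip, applied to limma's test, 322 genes passed, from 451 probe sets. A SAM statistic at a false discovery rate of 1%, after a filter that left 1478 probe sets, gave 303 genes from 421 probe sets. The preprocessing of Dchip and of BRB-ArrayTools starts from image data and was not repeated.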

There were 315 differentially expressed genes from the analysis using Limma (Table S1), 300 from DNA-Chip Analyzer (Dchip) and 309 from Significance Analysis of Microarrays (SAM). 227 genes were in common for the three analytical methods. 

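In the deposited values, 257 genes passed the thresholds of limma, Dchip and SAM together, 94.1% of the genes from limma. Among them were the metalloprotease genes Mmp3 and Mmp13, the integrin genes Itgam, Itgb2 and Itgal, and C1qa, C1qb and C1qc, which encode the chains of the first complement component. Of the genes named here, Sox2, Kcne2, Clec1b, Fcer1a and Ermap passed limma and the thresholds of Dchip but not SAM. Sox2, a transcription factor of neural progenitors and glia, fell by 1.24 on the log2 scale (standard error 0.25, adjusted p = 0.00964 from limma). Clec1b, a receptor of platelets, rose by 1.22 (standard error 0.23, adjusted p = 0.00804). Because the thresholds of Dchip were applied with limma's p, all genes of limma passed them too, and the overlap is that of limma with SAM. It came to 105 genes without young replicate 1, 129 without young replicate 2, 19 without young replicate 3 and 144 without old replicate 3. In the same order, limma alone still gave 247, 264, 252 and 233 genes. The overlap was 245 without young replicate 4, and 302, 223 and 318 without old replicates 1, 2 and 4.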

To identify the distinctive transcriptional profile, we performed hierarchical clustering to analyze the 315 differentially expressed genes from Limma analysis. A clustering map is shown in Figure 1 A, comparing the expression of 315 genes in the RPE/choroid from young and old animals and clearly demonstrating marked differences. 

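The young and the old RPE/choroid differed in every array for genes of several kinds. Wdfy1, an endosomal adaptor of Toll-like receptor signaling, had the smallest p of all genes and fell from 834 ± 31.1 (SD, n = 4) to 264 ± 14.1 (SD, n = 4). Itgax, the integrin chain of dendritic cells and activated macrophages, rose from 294 ± 59.7 (SD, n = 4) to 1425 ± 142 (SD, n = 4), a log2 fold change of 2.29 (adjusted p = 3.3e-05 from limma). Chil1, a chitinase-like protein secreted by macrophages and cartilage cells, rose from 4323 ± 297 (SD, n = 4) to 9699.9 ± 347.5 (SD, n = 4). Clustering on the probe sets past limma's thresholds placed all 8 arrays with their own age, with correlations of at least 0.971 within an age and at most 0.886 between ages. Those probe sets were chosen for the difference. Clustering on 22524 probe sets above the median level, chosen without regard to age, gave the same grouping, with correlations of at least 0.987 within and at most 0.980 between ages. The first principal component held 66.2% of the variance and the second 10.1%. The values of young and old arrays did not overlap for 5366 genes (29.5%), where chance gives 2.86%.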

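Most genes past limma's thresholds were higher in old animals, 247 against 26 that were lower. At an adjusted p under 0.05 without a limit on the fold, 2145 genes were higher and 1739 lower, an order that quantile normalization reversed (1921 and 2053). Bpifb1, a secreted protein of epithelia, rose by 3.25 on the log2 scale (standard error 0.18, adjusted p = 3.0e-05 from limma). Cd300lf, an inhibitory receptor of myeloid cells, rose by 2.95, Il7r, the interleukin-7 receptor of lymphocytes, by 2.59, and Bst1, an ectoenzyme of stromal and myeloid cells, by 2.58. Of the genes that fell, Cartpt, a neuropeptide precursor, changed most, from 838 ± 359 (SD, n = 4) to 135 ± 61.9 (SD, n = 4), a log2 fold change of -2.65 (adjusted p = 0.00129). Kif5a, a neuronal kinesin, fell by 1.85, Trhde, a peptidase that degrades thyrotropin-releasing hormone, by 1.69, and Ptn, a heparin-binding growth factor, by 1.23. Fabp7, a fatty acid binding protein of glia, fell by 1.62 and Slc1a3, the glutamate transporter of Mueller cells, by 1.41. Of 14 markers of Mueller glia and astrocytes, 7 were lower and 0 higher (9 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 7.5e-05 with a preset correlation and adjusted p = 0.279 with an estimated correlation). Of 26 markers of inner retinal neurons, 5 were lower and 0 higher, over all genes and adjusted over the list alone: Cartpt, Stmn3, Grik1, Gria1 and Slc6a9 (camera, adjusted p = 1.8e-05, and adjusted p = 0.325 with an estimated correlation). The mean centred log2 value of the inner retinal list was 0.22 in old replicate 4, near the young arrays at 0.26 to 0.35, and -0.51 to -0.45 in the other old arrays. The count of lower genes was 15 without young replicate 1, 72 without old replicate 4, and 67 without old replicates 2 and 4, an alternative chosen after seeing the data.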

Among the 315 genes, 33 genes were decreased and 282 genes were increased with age.

**Figure 1:**
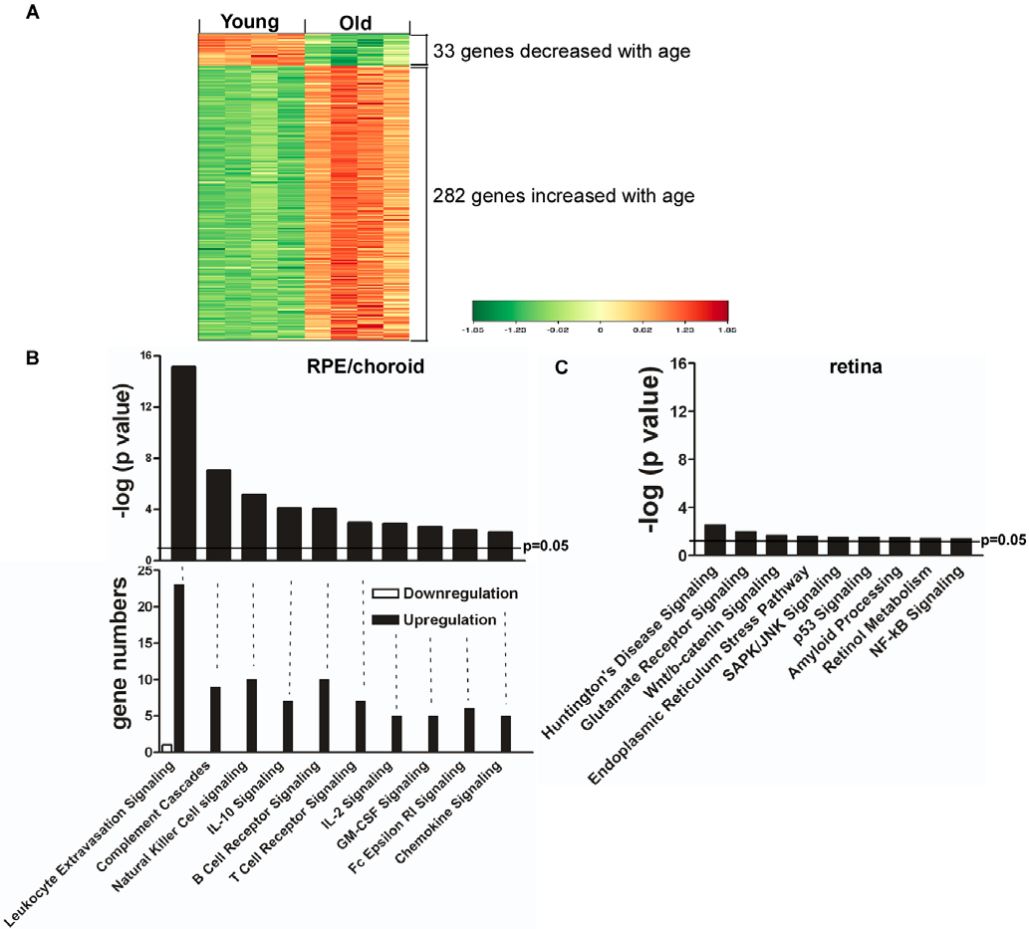
Changes in gene expression in RPE/choroid from old animals. (A) The transcriptional profiles of the normal RPE/choroid from young and old mice were analyzed by hierarchical clustering of 315 differentially expressed, age-regulated genes by Limma analysis. Standardized expression values of genes are displayed according to the color scale, in which red represents above average expression and green represents below average expression. Absolute fold changes of individual genes are shown in Table S1 online. (B) Relative changes in canonical pathways in RPE/choroid from old animals. The upper figure shows the –log (p value) of the first 10 canonical pathways which changed significantly in RPE/choroid from old animals. The horizontal line represents the threshold of p which is equivalent to p = 0.05. Bars above the line indicate p<0.05. The lower part of the figure shows the number of differentially expressed genes in each pathway. (C) The –log (p value) of the 9 canonical pathways which changed significantly in neural retina from old animals.

Global functional analyses and canonical pathway analyses using Ingenuity Pathway Analysis of the 315 differentially expressed genes (Limma) yielded distinct categories and pathways related to immune responses and inflammatory activities. 

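Genes of macrophages, lysosomes and the acute phase response stood out among those that rose in the old RPE/choroid. Of 18 macrophage markers 13 were higher and 0 lower (14 higher when adjusted over the list alone). Cd68, a lysosomal glycoprotein of macrophages, rose by 1.47 on the log2 scale (standard error 0.10, adjusted p = 3.7e-05 from limma), and Trem2, a lipid receptor of macrophages and microglia, by 1.44. Of 33 lysosomal genes 25 were higher and 0 lower (27 higher when adjusted over the list alone), among them Atp6v0d2, a subunit of the proton pump, with a log2 fold change of 1.86, the acid phosphatase Acp5 with 1.85 and the protease cathepsin K, Ctsk, with 1.50. Of 18 acute phase genes 10 were higher and 0 lower, and Lcn2, an iron-binding protein of innate defence, reached a log2 fold change of 2.21, with old replicate 2 at 1573 and the other old arrays at 302 to 729. Of 24 genes of NADPH oxidases and oxidative stress 11 were higher and 1, Gstp1, lower. The oxidase gene Nox4 rose by 1.76. By Fisher's exact test (one-sided), 17 of 49 lists were enriched among the 205 genes higher at fold over 2 and adjusted p under 0.01 by their representative probe set, which are 1.13% of all genes. The macrophage list held 7 of these genes (adjusted p = 1.5e-08), the lysosomal list 6 (adjusted p = 1.3e-05), the acute phase list 4 (adjusted p = 0.00023) and the oxidase list 5 (adjusted p = 4.3e-05). With the genes of Table 1 and Fig. 2 left out, 10 of 49 lists were enriched, the oxidase list not among them (1 gene, adjusted p = 0.401). The study chose those genes for their change on these arrays, so this loss does not decide whether the oxidase list is enriched. Genes of Table S1, chosen by the study in the same way, were not left out, so the lists still enriched are not independent evidence. The camera test with a preset correlation called each of these 4 lists, but not with an estimated correlation (adjusted p = 0.153 for the macrophage and lysosomal lists and adjusted p = 0.232 for the others).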

There were 16 canonical pathways that were significantly upregulated in aged RPE/choroid. 

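The immune gene lists used here were written from textbook knowledge, since the gene sets of Ingenuity Pathway Analysis were not used here. Among genes higher in old animals at fold over 2 and adjusted p under 0.01, leukocyte adhesion and extravasation held 18 of 57 measured genes (Fisher's exact test, one-sided, adjusted p = 4.2e-20). NK cell receptor signaling held 7 of 28 (adjusted p = 3.3e-07), the chemokines 6 of 32 and the complement system 6 of 31 (adjusted p = 1.3e-05 for both). B cell receptor signaling held 4 of 22 (adjusted p = 0.000435), T cell receptor signaling 4 of 23 (adjusted p = 0.000478), the chemokine receptors 3 of 20 (adjusted p = 0.00456) and IL-10 signaling 3 of 23 (adjusted p = 0.00647). Cd3d, Cd3g and Cd8b1, which encode parts of the T cell receptor complex and its co-receptor, rose by 1.12, 1.10 and 1.07 on the log2 scale (adjusted p = 0.000284, 0.00104 and 0.00023 from limma). All of these lists except the chemokines contain genes that Table 1 or Fig. 2 drew from these same arrays. With those genes left out, 0 of the remaining members of the extravasation, NK cell, complement, IL-10 and B cell lists passed the thresholds by their representative probe set, and 1 of 18 chemokine receptors did (adjusted p = 0.401), while 3 of 21 did for T cell receptor signaling (adjusted p = 0.00516) and 6 of 32 for the chemokines (adjusted p = 1.4e-05). The study chose the genes of Table 1 and Fig. 2 for their change on these arrays, and Table 1 by the same thresholds. The falls to 0 or 1 follow in part from that choice and do not decide whether those lists are enriched. Genes of Table S1, which the study also chose on these arrays, were not left out. Cd3d, Cd3g, Cd8b1, Cxcl5, Cxcl9, Ccl8 and Cxcl16 are among them. The enrichment that remained for T cell receptor signaling and the chemokines is therefore not independent evidence. Fisher's test treats genes as independent. With an estimated correlation, camera called none of these 8 lists (adjusted p from 0.153 to 0.676; 5 had an unadjusted p under 0.05), and with a preset correlation it called neither the T cell list nor the chemokine receptors (adjusted p = 0.243 for both). Lists for IL-2, GM-CSF and Fc epsilon RI signaling were not set up, so these pathways were not tested.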

The first 10 canonical pathways, ordered by significance (Fig. 1 B) are: (1) leukocyte extravasation signaling; (2) complement cascades; (3) natural killer (NK) cell signaling; (4) IL-10 signaling; (5) B cell signaling; (6) T cell signaling; (7) IL-2 signaling; (8) GM-CSF (granulocyte monocyte colony stimulating factor) signaling; (9) Fc Epsilon RI signaling; and (10) chemokine signaling. Nearly all the differentially expressed genes in these pathways were upregulated (Fig. 1 B). 

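In the lists for extravasation, complement, NK cell, IL-10, B cell and T cell signaling, chemokines and chemokine receptors, more genes rose than fell in the old RPE/choroid. Of 22 genes of B cell receptor signaling, 12 were higher and 0 lower (13 higher when adjusted over the list alone). The leukocyte common antigen gene Ptprc rose from 752 ± 57.7 (SD, n = 4) to 1851 ± 191 (SD, n = 4), a log2 fold change of 1.30 (adjusted p = 3.7e-05 from limma). Cd22, an inhibitory receptor of B cells, rose by 0.34. Of 23 genes of T cell receptor signaling, 8 were higher and 2 lower, over all genes and adjusted over the list alone. The genes that fell were Cd247, the zeta chain of the receptor, by 0.43 (adjusted p = 0.00136), and Prkcq, a protein kinase C of T cells, by 0.65 (adjusted p = 0.00331). Of 20 chemokine receptors, 4 were higher and 1 lower (5 higher and 1 lower when adjusted over the list alone). Cxcr6, the receptor for Cxcl16, rose by 1.56, Cxcr4, the receptor for Cxcl12, by 1.42 and Ccrl2, a receptor that binds chemerin, by 0.59, beside Ccr1. Cxcr2, a receptor of neutrophils, fell by 0.31. The camera test with a preset correlation called the B cell list (adjusted p = 3.8e-06, and adjusted p = 0.153 with an estimated correlation), not the T cell list or the receptors (adjusted p = 0.243 for both).

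**Figure D1:**
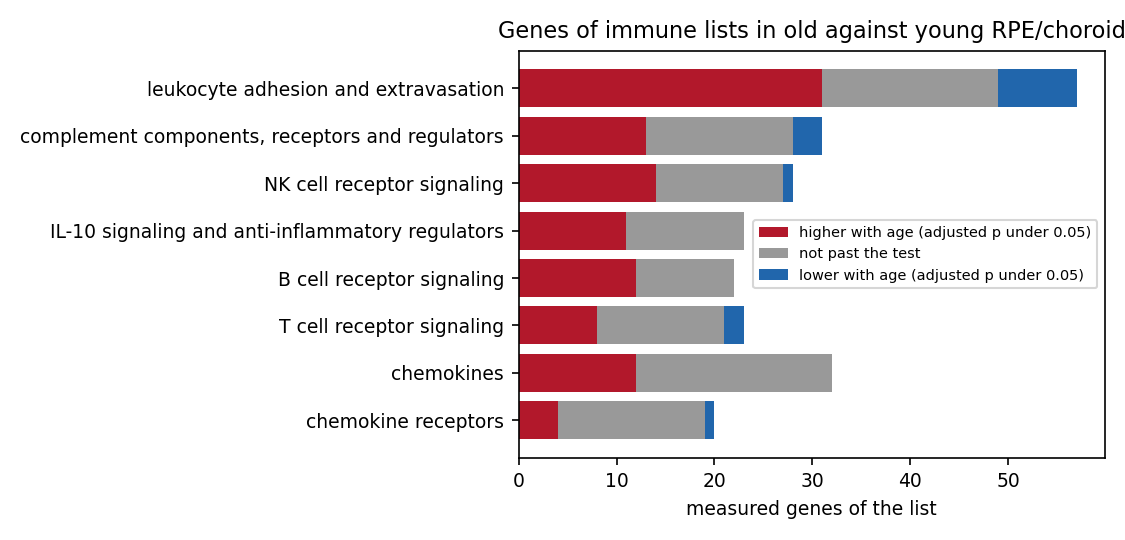
Number of measured genes of each immune list (horizontal axis) that were higher, lower or not past an adjusted p of 0.05 in 4 old against 4 young arrays of RPE/choroid. Higher genes outnumber lower genes in all 8 lists, from 31 against 8 for leukocyte adhesion and extravasation to 4 against 1 for the chemokine receptors.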

Using the 300 genes from Dchip and the 309 genes from SAM showed the same canonical pathways when analyzed using Ingenuity Pathway Analysis. 

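Genes induced by interferon and genes of antigen presentation by MHC class I rose together in the old RPE/choroid. Of 27 interferon-induced genes 19 were higher and 0 lower (25 higher when adjusted over the list alone), with Ifi204, a DNA sensor, at a log2 fold change of 1.33 and Ifit1, an antiviral RNA-binding protein, at 1.23 (camera, adjusted p = 1.5e-10, and adjusted p = 0.325 with an estimated correlation). All 13 genes of MHC class I presentation were higher, over all genes and adjusted over the list alone, and H2-K1, a class I heavy chain, rose from 4465 ± 330 (SD, n = 4) to 7517 ± 403 (SD, n = 4) (camera, adjusted p = 5.3e-09, and adjusted p = 0.279 with an estimated correlation). Old replicate 3 was the highest, at 1642 against 905 to 995 in the other old arrays for Ifit1 and 8116 against 7245 to 7373 for H2-K1. Its mean centred log2 value was 0.69 against 0.10 to 0.32 for the interferon list and 0.58 against 0.17 to 0.30 for the class I list, and every old array was above every young array in both lists. Of 12 genes of MHC class II presentation, 3 were higher and 0 lower: Ifi30, a thiol reductase, by 0.52, cathepsin S, Ctss, by 0.50 and the co-stimulatory molecule Cd86 by 0.44. Markers of blood cell types differed in their counts. Of 12 T cell markers 5 were higher and 0 lower: Il7r, Cd3d, Cd3g, Cd8b1 and the adaptor Lat, which rose by 0.30. Of 11 NK cell markers 2 were higher and 0 lower, the granule protein Nkg7 with a log2 fold change of 1.36 and the receptor Klrd1 with 0.38. Of 10 B cell markers, Cd22 was higher and the transcription factor Pax5 lower, by -0.41. Of 11 neutrophil markers, S100a8 and Camp were higher and Cxcr2 lower, and the level of S100a8 was 7828 in old replicate 2 and 346 to 888 in the other old arrays. Of 7 erythroid markers, Epb42 was higher, by 0.26, and Ermap lower, by -1.02.

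**Figure D2:**
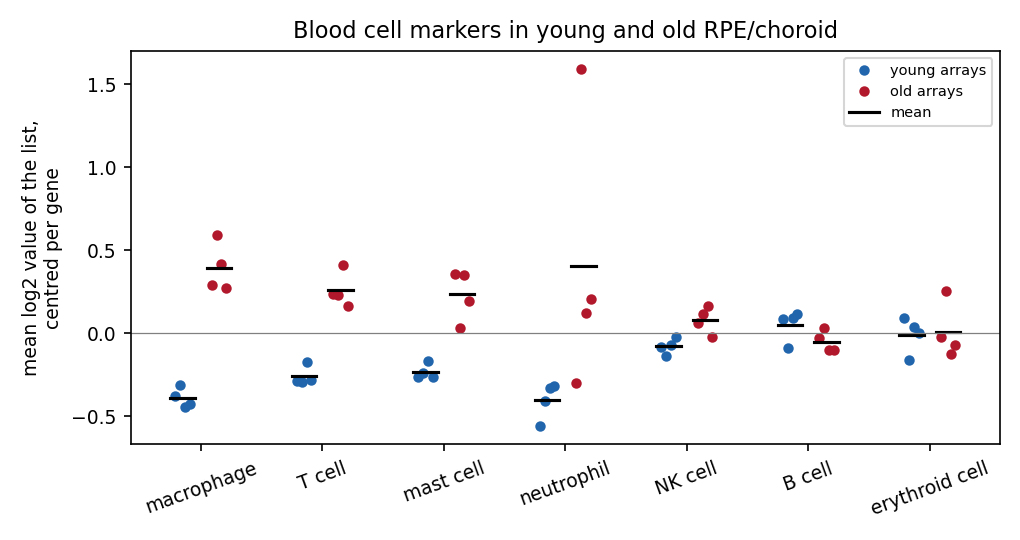
Mean log2 value of the marker genes of 7 blood cell types (vertical axis, each gene centred on its mean over the arrays) for 4 young and 4 old arrays, with the group mean as a line. The neutrophil list lies at 1.59 in old replicate 2 and at -0.30 to 0.20 in the other old arrays.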

We interpreted these results to indicate that there were increased immunological and inflammatory activities in the RPE/choroid of old animals. By contrast, the adjacent neural retina showed completely different age-related changes in its transcriptional profile. Of the 9 canonical pathways that showed significant changes in neural retina with age, most were related to stress responses and apoptosis (Fig. 1 C), but no immunological or inflammatory pathways were upregulated.

### Confirmation of altered gene expression by PCR

To validate the microarray data, we performed quantitative RT-PCR on 2–3 functionally important genes from each of the first 5 significantly changed canonical pathways. RT-PCR confirmed that all of the increased genes chosen from the microarray results were significantly increased (Fig. 2 A). Moreover, the fold changes of old vs. young gene expression levels were consistent, comparing the microarray and RT-PCR data (Fig. 2 B). 

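On the arrays, 9 genes of Fig. 2 had a probe set of their own, and all 9 rose in old animals, over all genes and adjusted over the list alone. The study chose these genes on these same samples, so their direction is not independent evidence. By the probe set with the highest mean log2 level of each gene, their fold changes ran from 1.18 to 2.85, with a median of 2.46. By this probe set Ccr1, a chemokine receptor of monocytes, was 2.85-fold higher and Itgb2, the common chain of the leukocyte integrins, 2.84-fold. Sh3bp2, an adaptor of immune receptors, was 2.76-fold higher, and C1qc, a chain of C1q, 2.55-fold. Fcer1g, the signaling chain of Fc receptors, was 2.38-fold higher, Syk, the kinase it recruits, 2.34-fold and Icam1, an adhesion molecule of endothelium, 2.20-fold. C3 and Bcl2a1a were not analysed here.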

Only one gene, IL1RN, showed a higher fold increase using RT-PCR than predicted from microarray data (12.9 fold vs. 3.2 fold).

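Il1rn, which encodes the antagonist of the interleukin-1 receptor, had 3 probe sets of its own on the array, and each was higher in old animals. The probe set with the highest mean log2 level rose from 81.9 ± 2.96 (SD, n = 4) to 96.6 ± 7.53 (SD, n = 4), a log2 fold change of 0.24 (standard error 0.07, adjusted p = 0.0369 from limma). The others had log2 fold changes of 0.81 (adjusted p = 0.000169) and 1.70 (adjusted p = 3.7e-05). The last of these rose from 47.0 ± 6.76 (SD, n = 4) to 152 ± 14.2 (SD, n = 4), which is 3.25-fold.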

**Figure 2:**
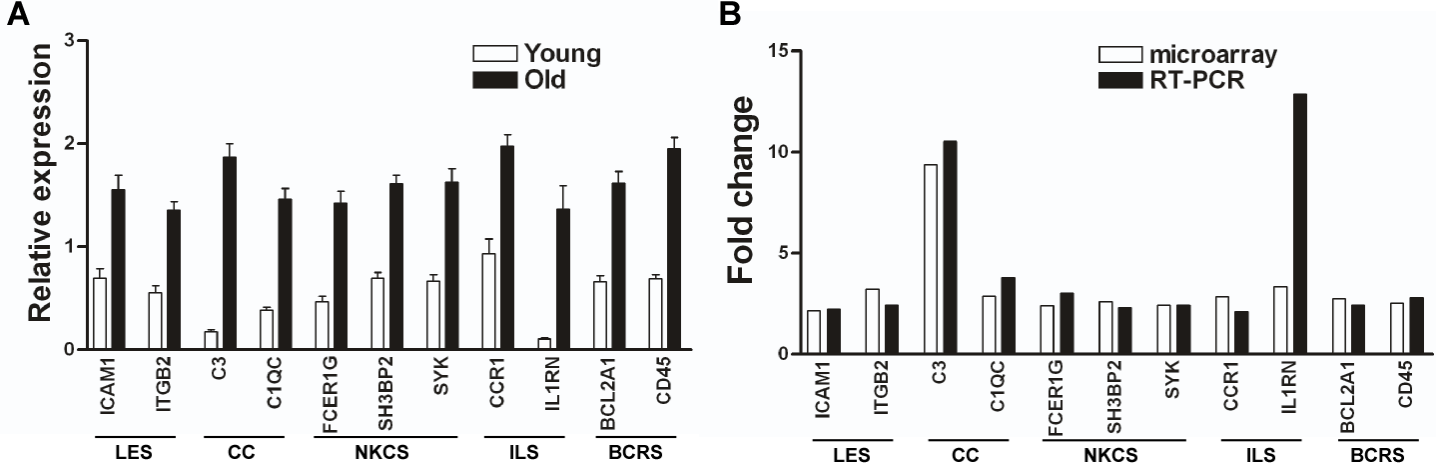
Real time RT-PCR confirmation of microarray results. (A) Relative mRNA expression levels of selected genes from the first 5 canonical pathways (see Fig. 1B) in RPE/choroid from young and old animals. (B) Comparison of the fold changes of the same selected genes determined by microarray analysis and real-time RT-PCR. LES, leukocyte extravasation signaling; CC, complement cascade; NKCS, natural killer cell signaling; ILS, IL-10 signaling; BCRS, B cell receptor signaling.

### Putative altered functional pathways with age

The pathway with changes of the highest significance was leukocyte extravasation signaling (p<10^−16^). 

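Across leukocyte adhesion and extravasation as a whole, 31 of 57 genes were higher and 8 lower in the old RPE/choroid (35 and 8 when adjusted over the list alone). Cybb, the catalytic subunit of the phagocyte oxidase, rose from 994 ± 108 (SD, n = 4) to 2813 ± 308 (SD, n = 4), a log2 fold change of 1.50 (adjusted p = 3.7e-05 from limma). Vcam1, an adhesion molecule of activated endothelium, rose from 726 ± 47.8 (SD, n = 4) to 1455 ± 117.5 (SD, n = 4). The camera test with a preset correlation gave an adjusted p of 5.3e-09 for this list, against an adjusted p = 0.153 with an estimated correlation. Of the 57 genes, 22 stand in Table 1 or Fig. 2, which the study drew from these arrays. Among the 35 others, 12 were higher and 6 lower.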

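Of the 24 extravasation genes of Table 1, 23 had a probe set of their own, and 21 of these passed limma, the thresholds of Dchip and SAM by at least 1 probe set. The exceptions were Cldn5 and Thy1. Cldn5, the tight junction protein of endothelium, fell by 0.98 on the log2 scale (standard error 0.17, adjusted p = 0.00557 from limma), from 1602 ± 86.8 (SD, n = 4) to 835 ± 228 (SD, n = 4). Thy1, a surface glycoprotein of T cells, neurons and fibroblasts, rose by 0.29 (standard error 0.08, adjusted p = 0.0369). For Ptk2b, a focal adhesion kinase of leukocytes, the probe set with the highest level fell by 0.25 (adjusted p = 0.0479) and another rose by 1.08 (adjusted p = 0.000107). For Vav1, an exchange factor for Rac proteins, the probe set with the highest level had a log2 fold change of -0.14 (adjusted p = 0.385) and another rose by 1.19 (adjusted p = 3.3e-05). The study chose these genes on these samples, so their count is not independent evidence.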

There were 24 genes in this pathway that significantly changed in the aged RPE/choroid by Limma analysis and almost all showed significant changes by Dchip and SAM analyses (Table 1; Fig. 1 B and 2 A). 

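By the probe set with the highest level, 20 of the 23 measured extravasation genes of Table 1 were higher in old animals and 2, Cldn5 and Ptk2b, were lower, over all genes and adjusted over the list alone. The list was chosen by the study on these samples and is not independent evidence. The genes that rose had a median fold change of 2.49 and lay between 1.22-fold for Thy1 and 11.1-fold for the metalloprotease gene Mmp3. Cytosolic and membrane subunits of the phagocyte oxidase rose alike, Ncf1 by 1.32 on the log2 scale, Ncf4 by 1.31 and Cyba by 1.23. Rassf5, which activates leukocyte integrins, rose by 1.09 and Pik3r5, a regulatory subunit of PI3 kinase in leukocytes, by 1.37. Vav1 did not pass by this probe set.

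**Figure D3:**
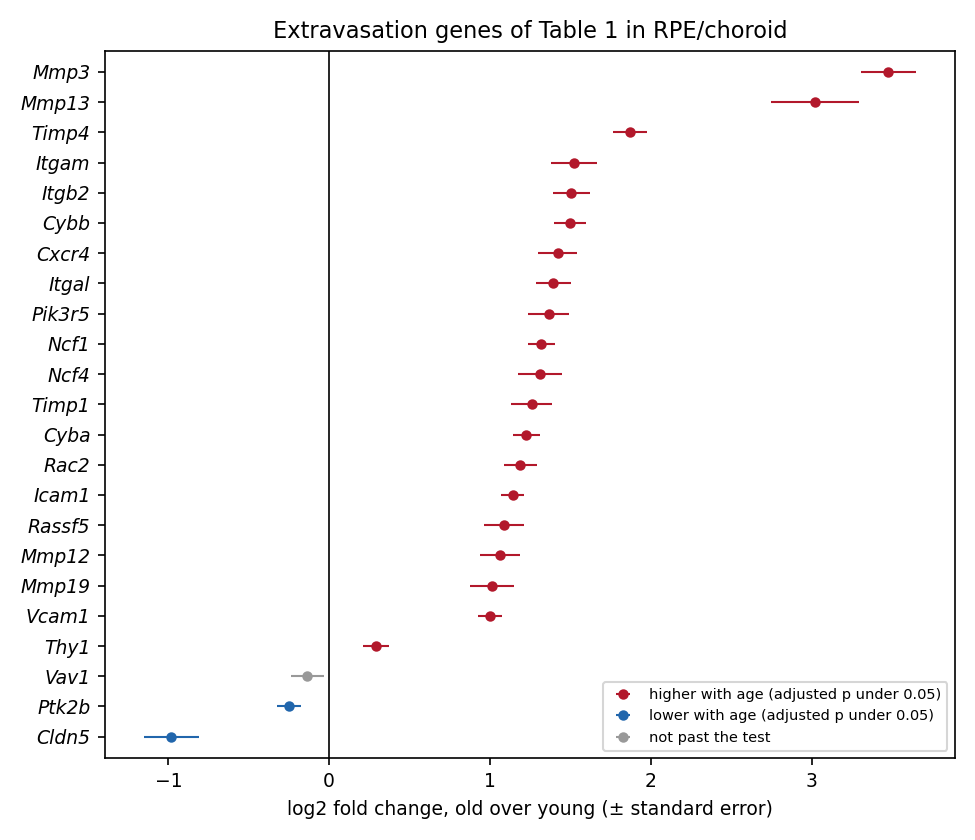
Log2 fold change of old over young RPE/choroid (horizontal axis, with the standard error) for the 23 extravasation genes of Table 1 by the probe set with the highest level, 4 arrays per age. The values reach from -0.98 for Cldn5 to 3.48 for Mmp3, and 20 genes lie above 0 past an adjusted p of 0.05.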

Expression of 23 genes was increased, suggesting high leukocyte extravasation activity in the RPE/choroid of old animals. The upregulated genes are involved in leukocyte rolling and docking on endothelial surfaces of capillaries and leukocyte transmigration through capillary endothelial layers (Fig. 3). 

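Genes for the leukocyte integrins and for their endothelial ligand were all higher in the RPE/choroid of old animals. Itgb2 rose from 1088 ± 177 (SD, n = 4) in young to 3072 ± 269.8 (SD, n = 4) in old animals, a log2 fold change of 1.51 (standard error 0.12, adjusted p = 7.2e-05 from limma). Itgam, whose product pairs with that of Itgb2 on macrophages and neutrophils, rose from 84.9 ± 17.0 (SD, n = 4) to 242 ± 28.0 (SD, n = 4), a log2 fold change of 1.52 (adjusted p = 0.000201). Icam1, which these integrins bind on endothelium, rose from 635 ± 62.6 (SD, n = 4) to 1397 ± 53.7 (SD, n = 4), a log2 fold change of 1.14 (adjusted p = 3.7e-05). Itgal, the partner chain on lymphocytes, rose from 99.1 ± 1.73 (SD, n = 4) to 263 ± 43.8 (SD, n = 4) by its probe set with the highest mean log2 level, a log2 fold change of 1.39. A second probe set of Itgal had a log2 fold change of 0.07 (adjusted p = 0.552).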

Several membrane receptors that are crucial for interaction between leukocytes and endothelial cells and for enhancing leukocytes recruitment [22]–[25] showed significantly increased expression in the RPE/choroid of old animals, including: ITGAM (αM-integrin), ITGB2 (β2-integrin), ITGAL (αL-integrin) and ICAM1 (intercellular adhesion molecule 1). In addition, expression of matrix metallproteases, that are important effectors of inflammatory processes and also essential for leukocyte extravasation and migration [26], [27], was also significantly increased, notably: MMP3 (matrix metalloprotease 3) and MMP13 (matrix metalloprotease 13).

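Mmp3, or stromelysin-1, which cleaves proteoglycans and activates other metalloproteases, rose from 314 ± 82.3 (SD, n = 4) in young to 3428 ± 419 (SD, n = 4) in old animals, a log2 fold change of 3.48 (standard error 0.17, adjusted p = 2.6e-05 from limma). Mmp13, a collagenase, rose from 37.8 ± 3.29 (SD, n = 4) to 330.2 ± 141 (SD, n = 4), a log2 fold change of 3.02 (standard error 0.27, adjusted p = 0.000163). Its old arrays ranged from 169 to 513. Mmp12, the elastase of macrophages, rose by 1.06 (adjusted p = 0.000748) and Mmp19 by 1.02 (adjusted p = 0.00146), while the other probe set of Mmp19 had a log2 fold change of 0.14 (adjusted p = 0.166). Timp4, for an inhibitor of metalloproteases, rose by 1.87 (adjusted p = 3.3e-05), with its other probe set at 0.25 (adjusted p = 0.0241). Timp1, for another such inhibitor, rose by 1.26 (adjusted p = 0.000305). The study chose both genes for Table 1, and no list of such inhibitors was tested.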

**Table 1:** Age-related changes in gene expression in RPE/choroid.

Name	Description	Gene Bank	Fold Change	p value	No.
**Leukocyte Extravasation Signaling**					
CXCR4	chemokine (C-X-C motif) receptor 4	D87747	2.9	0.000242	3
CYBA	cytochrome b-245, alpha polypeptide	AK018713	2.3	5.79E-05	3
CYBB	cytochrome b-245, beta polypeptide	AV373944	2.9	3.30E-05	3
ICAM1	intercellular adhesion molecule 1 (CD54)	BC008626	2.1	6.26E-05	3
ITGAL	integrin, alpha L (antigen CD11A (p180)	BI554446	2.6	0.00041451	3
ITGAM	integrin, alpha M (complement component 3 receptort)	NM_008401	3.4	0.00017275	3
ITGB2	integrin, beta 2 (complement component 3 receptor)	NM_008404	3.2	8.51E-05	3
MMP3	matrix metallopeptidase 3 (stromelysin 1, progelatinase)	NM_010809	12.2	1.85E-05	3
MMP12	matrix metallopeptidase 12 (macrophage elastase)	BC019135	2.1	0.001043	3
MMP13	matrix metallopeptidase 13 (collagenase 3)	NM_008607	9.1	0.00031966	3
MMP19	matrix metallopeptidase 19	NM_021412	2.4	0.0034653	3
NCF1	neutrophil cytosolic factor 1	AI844633	2.5	6.61E-05	3
NCF2	neutrophil cytosolic factor 2	NM_010877	2.1	0.00073191	2
NCF4	neutrophil cytosolic factor 4	NM_008677	2.6	0.00037003	3
PIK3R5	phosphoinositide-3-kinase, regulatory subunit 5	AV230647	3.0	0.00031618	3
PTK2B	PTK2B protein tyrosine kinase 2 beta	NM_172498	2.1	0.00013604	3
RAC2	rho family, small GTP binding protein Rac2	NM_009008	2.4	0.00020253	3
RASSF5	Ras association (RalGDS/AF-6) domain family 5	NM_018750	2.1	0.00058134	3
THY1	Thy-1 cell surface antigen	NM_009382	2.1	0.00023721	2
TIMP1	TIMP metallopeptidase inhibitor 1	BC008107	2.3	0.00039729	3
TIMP4	TIMP metallopeptidase inhibitor 4	BI788452	3.8	3.32E-05	3
VAV1	vav 1 oncogene	NM_011691	2.6	5.35E-05	3
VCAM1	vascular cell adhesion molecule 1	L08431	2.5	5.04E-05	3
CLDN5	claudin 5	NM_013805	−2.1	0.0041074	1
**Complement Cascades**					
C3	complement component 3	K02782	9.4	3.47E-05	3
C1QA	complement component 1, q subcomponent, A chain	NM_007572	2.3	6.61E-05	3
C1QB	complement component 1, q subcomponent, B chain	NM_009777	2.6	5.24E-05	3
C1QC	complement component 1, q subcomponent, C chain	NM_007574	2.9	5.84E-05	3
C1R	complement component 1, r subcomponent	NM_023143	2.5	9.70E-06	3
C1S	complement component 1, s subcomponent	BC022123	2.4	5.24E-05	3
C3AR1	complement component 3a receptor 1	NM_009779	2.1	6.61E-05	3
C4B	complement component 4B	NM_009780	2.3	6.49E-05	3
CFB	complement factor B	NM_008198	2.2	3.73E-05	1
PLAUR	plasminogen activator, urokinase receptor	NM_011113	2.4	0.0055312	2
**NK cell Signaling**					
CER1G	Fc fragment of IgE, high affinity I, receptor for	NM_010185	2.4	3.30E-05	3
FCGR3A	Fc fragment of IgG, low affinity IIIa, receptor (CD16a)	BC027310	2.7	0.0014469	3
LAIR1	leukocyte-associated immunoglobulin-like receptor 1	AV370380?	3.5	0.00030431	3
LCK	lymphocyte-specific protein tyrosine kinase	NM_010693	2.2	0.00045097	2
PIK3R5	phosphoinositide-3-kinase, regulatory subunit 5, p101	AV230647	3.0	0.00031618	3
RAC2	rho family, small GTP binding protein Rac2	NM_009008	2.4	0.00020253	3
H3BP2	SH3-domain binding protein 2	BC010198	2.6	0.00024365	3
SYK	spleen tyrosine kinase	AW907526	2.4	0.00012293	3
YROBP	TYRO protein tyrosine kinase binding protein	NM_011662	2.3	3.30E-05	3
VAV1	vav 1 oncogene	NM_011691	2.6	5.35E-05	3
**IL-10 Signaling**					
ARG2	arginase, type II	NM_009705	2.0	0.0039292	1
CCR1	chemokine (C-C motif) receptor 1	AV231648	2.9	0.00083896	3
CGR2B	Fc fragment of IgG, low affinity IIb, receptor (CD32)	BM224327	3.3	5.79E-05	3
FCGR3	Fc fragment of IgG, low affinity III	NM_010188	2.5	0.00024334	3
HMOX1	heme oxygenase (decycling) 1	NM_010442	2.4	0.00071255	2
IL10RA	interleukin 10 receptor, alpha	NM_008348	2.6	6.15E-05	3
IL1RN	interleukin 1 receptor antagonist	M57525	3.4	6.61E-05	3

Shown are the differentially expressed genes in the 4 most significantly changed pathways in aged RPE/choroid by Limma analysis. Fold changes compare old vs. young. “No.” means the number of statistical methods (Limma, Dchip and SAM) in which each gene appeared changed. See Table S1 online for a complete list of gene expression changes in the RPE/choroid of old animals.

**Figure 3:**
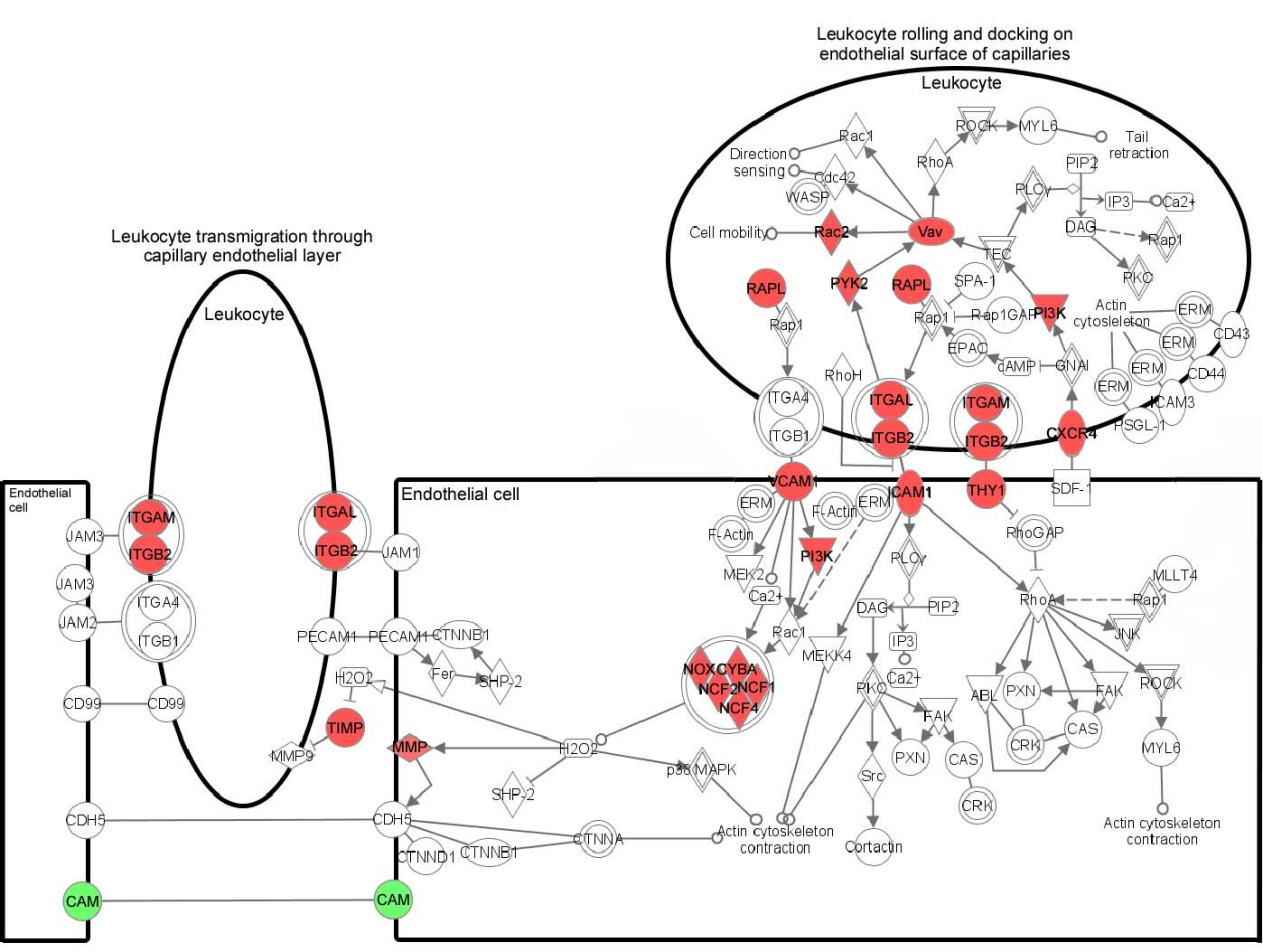
Pathway diagram showing the molecules involved in leukocyte extravasation signaling and their interaction. Color nodes: genes that changed significantly in RPE/choroid from old animals with a fold change >2. Red: upregulation; green: downregulation. The diagram was modified from Ingenuity Pathway Analysis (Ingenuity® Systems).

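Across the complement system, 13 of 31 measured components, receptors and regulators were higher and 3 lower in old animals (15 and 3 when adjusted over the list alone). C1ra and C1s1, the proteases of the first component, rose by 1.30 and 1.16 on the log2 scale (adjusted p = 2.8e-05 and 3.3e-05 from limma). The genes that fell were Cd55 and Cd46, which protect cells from complement, by 0.33 and 0.23 (adjusted p = 0.0324 and 0.0304), and C9, a part of the membrane attack complex, by 0.33 (adjusted p = 0.0114). The camera test with a preset correlation gave an adjusted p of 0.000144 for the list, against an adjusted p = 0.153 with an estimated correlation. Of 24 members outside Table 1, 7 were higher and 3 lower.

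**Figure D4:**
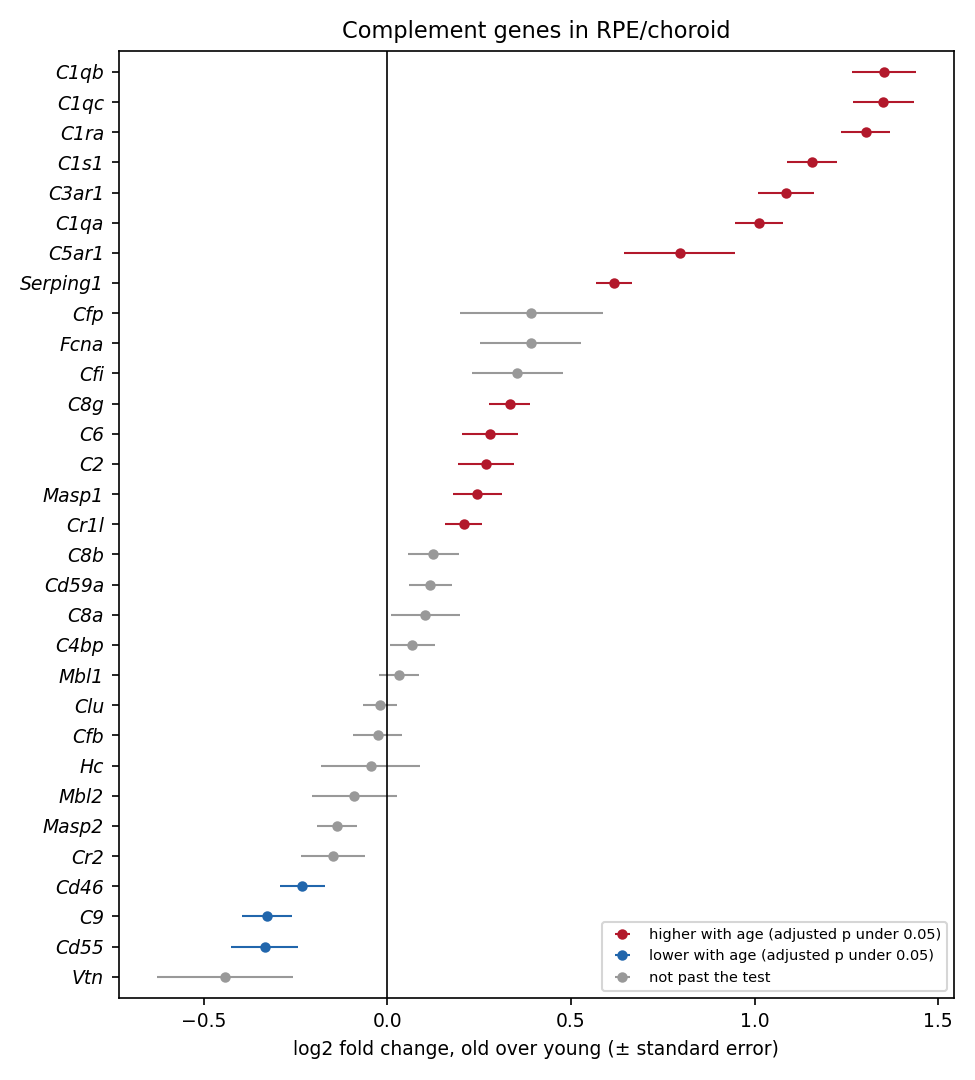
Log2 fold change of old over young RPE/choroid (horizontal axis, with the standard error) for 31 complement genes by the probe set with the highest level, 4 arrays per age. The values reach from -0.44 for Vtn, which did not pass the test, to 1.35 for C1qb.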

Gene expression of members of the complement cascades was upregulated (p<10^−8^) (Table 1; Fig. 1 B and 2 A) in the RPE/choroid of old animals. 

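Of the 10 complement genes of Table 1, 8 had a probe set of their own, and 7 of these were higher and 0 lower in old animals, over all genes and adjusted over the list alone, with fold changes from 1.32 to 2.55. The study chose the list on these samples, so the count is not independent evidence. C3ar1, the receptor for the C3a fragment, rose from 434 ± 31.1 (SD, n = 4) to 921 ± 73.6 (SD, n = 4), a log2 fold change of 1.08 (adjusted p = 4.9e-05 from limma). Plaur, the urokinase receptor, rose by 0.40 on the log2 scale (adjusted p = 0.0319). Cfb, the protease precursor of the alternative pathway, did not pass, at 415 ± 31.1 (SD, n = 4) in young and 407 ± 19.6 (SD, n = 4) in old animals (log2 fold change -0.03, adjusted p = 0.818). C3 and C4b were not analysed here.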

Nine genes in the complement cascades increased significantly with age (Fig. 4). Most of these genes are involved in activation of either the classical complement pathway or the alternative complement pathway, e.g. C1q (complement component 1, q subcomponent, A chain, B chain and C chain), C1r (complement component 1, r subcomponent), C3 (complement component 3) and C4 (complement component 4). 

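The 3 chains of C1q rose together. C1qa went from 2416 ± 141 (SD, n = 4) in young to 4872 ± 304 (SD, n = 4) in old animals, a log2 fold change of 1.01 (standard error 0.07, adjusted p = 3.7e-05 from limma). C1qb went from 1943 ± 182 (SD, n = 4) to 4962 ± 445 (SD, n = 4), a log2 fold change of 1.35 (standard error 0.09). C1qc went from 1592 ± 88.8 (SD, n = 4) to 4073 ± 426 (SD, n = 4), also a log2 fold change of 1.35 (standard error 0.08). In all of them every old array was above every young array. The C1q genes also belong to the list of macrophage markers.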

The gene expression data suggests the presence of complement pathway activators in the aged RPE/choroid. Notably, the expression level of C3 in the RPE/choroid from old animals was 9.4 fold of that in young tissue.

**Figure 4:**
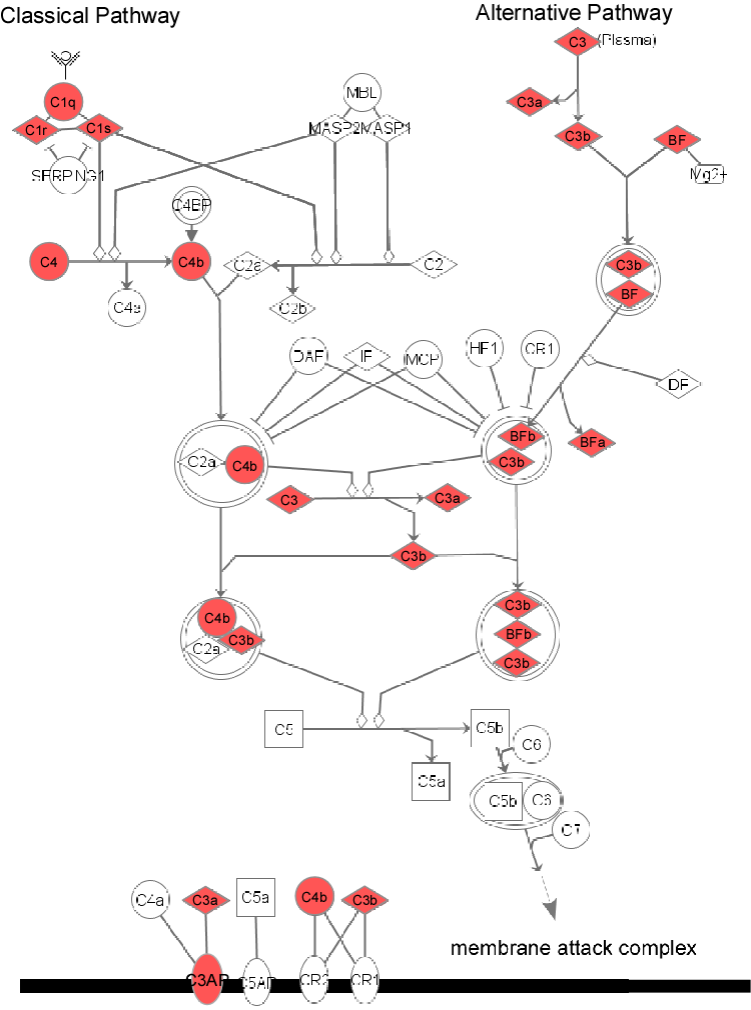
Pathway diagram showing the molecules involved in complement pathway and their interaction. The diagram was modified from Ingenuity Pathway Analysis (Ingenuity® Systems).

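Of 28 genes of NK cell receptor signaling, 14 were higher and 1 lower in old animals, over all genes and adjusted over the list alone. The gene that fell was Cd247, the zeta chain shared by T and NK cell receptors. Lair1, an inhibitory receptor of leukocytes, rose from 152 ± 4.03 (SD, n = 4) to 293 ± 41.7 (SD, n = 4), a log2 fold change of 0.93 (standard error 0.09, adjusted p = 0.00025 from limma). Of the 10 genes of Table 1 in this pathway, 9 had a probe set of their own. By the representative probe set 8 of them were higher, with fold changes from 1.91 to 2.76 and a median of 2.36, and Vav1 did not pass. That list was chosen by the study on these samples and is not independent evidence. Of the 19 other genes of the longer list, 6 were higher and 1 lower. The camera test with a preset correlation gave the longer list an adjusted p of 8.1e-06, against an adjusted p = 0.153 with an estimated correlation. Markers of NK cells themselves rose for 2 of 11 genes, and the receptors Ncr1, Klrc1 and Klrk1, named after their values were seen, had log2 fold changes of 0.17, 0.18 and -0.09, not past the test.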

Ten genes involved in NK cell signaling showed increased expression in aged RPE/choroid (p<10^−6^) (Table 1; Fig. 1 B and 2 A; Fig. S1). There was increased expression of receptors and their tyrosine kinase related proteins, which mediate the activation of NK cell [28], including FCER1G (Fc fragment of IgE receptor), FCGR3A (Fc fragment of IgG receptor), DAP12 (TYRO protein tyrosine kinase binding protein) and LCK (lymphocyte-specific protein tyrosine kinase). 

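Tyrobp, the gene for DAP12, rose from 3087 ± 194 (SD, n = 4) to 6634 ± 274 (SD, n = 4), a log2 fold change of 1.10 (standard error 0.06, adjusted p = 3.3e-05 from limma). Fcer1g, a signaling adaptor of Fc receptors on myeloid, mast and NK cells, rose from 1422 ± 12.1 (SD, n = 4) to 3398 ± 316 (SD, n = 4), a log2 fold change of 1.25. Fcgr4, the mouse gene listed in Table 1 as FCGR3A, rose from 229 ± 19.9 (SD, n = 4) to 639 ± 162 (SD, n = 4), a log2 fold change of 1.45 (standard error 0.17, adjusted p = 0.000625). Tyrobp and Fcer1g are expressed by macrophages as well as by NK cells. Lck was not analysed here.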

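The kinase gene Syk rose from 185 ± 10.2 (SD, n = 4) in young to 435 ± 56.8 (SD, n = 4) in old animals, a log2 fold change of 1.22 (standard error 0.10, adjusted p = 8.6e-05 from limma). Of its 4 probe sets, 3 rose and the other had a log2 fold change of 0.13 (adjusted p = 0.425). Sh3bp2 rose from 111 ± 10.9 (SD, n = 4) to 309 ± 54.4 (SD, n = 4), a log2 fold change of 1.46 (adjusted p = 0.000123). Rac2, a GTPase of blood cells, rose from 194 ± 16.5 (SD, n = 4) to 443 ± 57.8 (SD, n = 4), a log2 fold change of 1.19 (adjusted p = 0.00013), and its other probe set had one of 0.45 (adjusted p = 0.102). Vav1 differed between its probe sets. That with the higher level was at 384 ± 53.9 (SD, n = 4) in young and 347 ± 21.8 (SD, n = 4) in old animals, and the other rose from 53.4 ± 4.50 (SD, n = 4) to 122 ± 4.79 (SD, n = 4).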

The common effector for these receptors, SYK (spleen tyrosine kinase) and its several downstream molecules, SH3BP2 (SH3-domain binding protein 2), VAV1 (vav 1 oncogene) and RAC2 (rho family, small GTP binding protein Rac2), which are centrally involved in the transduction of signals from immune receptors [29], also showed significantly increased expression.

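Of 23 measured genes of IL-10 signaling and anti-inflammatory regulation, 11 were higher and 0 lower in old animals (13 higher when adjusted over the list alone). Fcgr2b, the inhibitory Fc receptor, rose from 800.0 ± 30.7 (SD, n = 4) to 2618 ± 504 (SD, n = 4), a log2 fold change of 1.69 (standard error 0.12, adjusted p = 5.8e-05 from limma). Of its 5 probe sets 4 rose, and the lowest, near an intensity of 19.8 in young animals, did not pass. Il10 itself, named after its value was seen, had a log2 fold change of -0.05 (adjusted p = 0.713). The camera test with a preset correlation gave the list an adjusted p of 9.4e-06, against an adjusted p = 0.325 with an estimated correlation. The mean centred log2 value of the list was 0.82 in old replicate 2 and 0.01 to 0.20 in the other old arrays. Of 17 members outside Table 1 and Fig. 2, 5 were higher and 0 lower.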

Interestingly, the RPE/choroid from old animals was also associated with increased expression of genes that negatively regulate inflammatory responses, notably IL-10 signaling (p<10^−5^) (Table 1; Fig. 1 B and 2 A; Fig. S2). 

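Il10ra, the ligand-binding chain of the IL-10 receptor, rose from 68.6 ± 1.53 (SD, n = 4) to 142 ± 7.19 (SD, n = 4), a log2 fold change of 1.05 (standard error 0.06, adjusted p = 2.9e-05 from limma), while its other probe sets, near 27.0 and 29.4 in young animals, had log2 fold changes of 0.11 and -0.04 and did not pass. Ccr1 rose by 1.51 (adjusted p = 0.00052) and Fcgr3, an activating Fc receptor, by 1.41 (adjusted p = 0.000107). Hmox1, the heme oxygenase, rose from 291 ± 27.3 (SD, n = 4) to 532 ± 77.3 (SD, n = 4), a log2 fold change of 0.86 (adjusted p = 0.00116). The study chose these genes for Table 1 on these samples, so their rise is not independent evidence.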

Expression of seven members in this pathway were increased with age, including the membrane receptor IL10RA (IL-10 receptorα), CCR1 (chemokine receptor 1), FCGR2 (Fc fragment of IgG receptor) and HMOX1 (heme oxygenase 1).

### Activation of leukocyte extravasation pathway in the aged RPE/choroid

The most significant changes in gene expression were in leukocyte extravasation pathways in the aged RPE/choroid. 

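Of 16 endothelial markers, 10 were lower and 0 higher in the old RPE/choroid (13 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 7.0e-05, and adjusted p = 0.378 with an estimated correlation). The receptor genes Tek, Tie1 and Kdr, for angiopoietins and vascular endothelial growth factor, fell by 0.63, 0.61 and 0.56 on the log2 scale (adjusted p = 0.00975, 0.00112 and 0.0205 from limma). Of 12 markers of pericytes and smooth muscle, Pdgfrb and Abcc9 were higher, by 0.32 and 0.24, and Lmod1 was lower, by -0.35. From the predominance of immune pathways among the genes changed with age, the paper reasons to increased immunological and inflammatory activity in the RPE/choroid of old animals, and from the rise of the extravasation genes it proposes high leukocyte extravasation there.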

We also found changes in the levels of proteins that participate in extravasation of leukocytes in aged RPE/choroid. Consistent with the gene expression, immunoblots demonstrated ICAM1 and ITGB2, key molecules for the interaction between endothelial cells and leukocytes, and leukocyte common antigen CD45, the leukocyte marker, increased significantly in RPE/choroid from old animals (Fig. 5 A).

**Figure 5:**
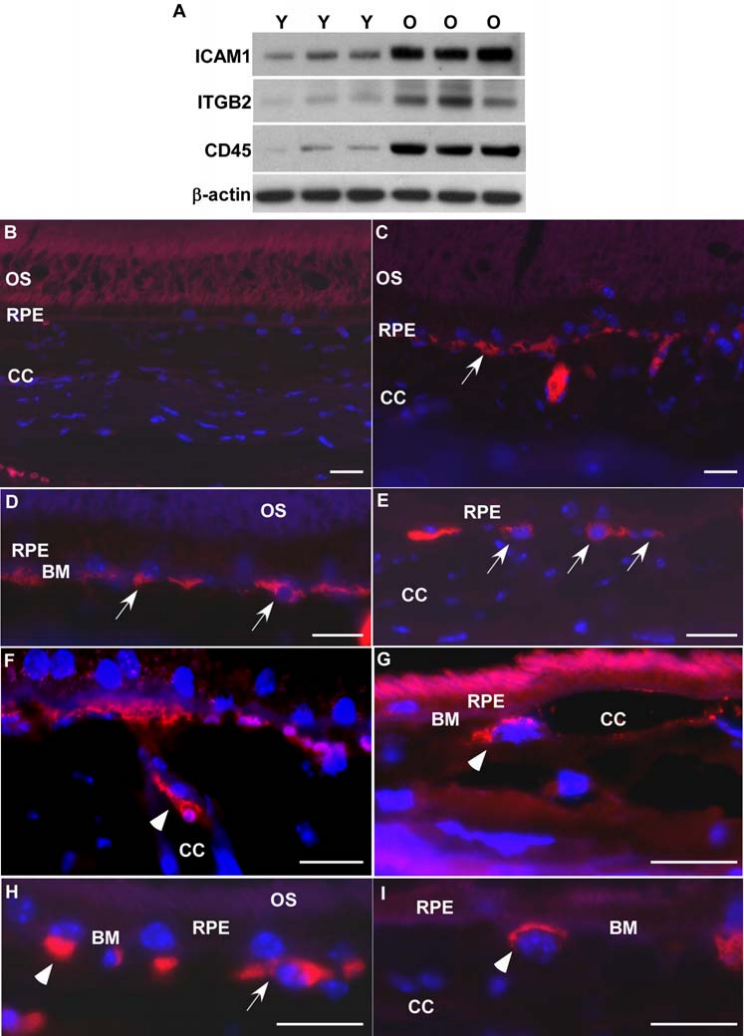
Active leukocytes recruitment in aged RPE/choroid. (A) Comparison of protein levels of ICAM1, ITGB2 and CD45 in RPE/choroid of young (Y, n = 3) and old (O, n = 3) mice by immunoblot. ICAM1, ITGB2 and CD45 are all increased in RPE/choroids from old animals. β-actin was used as a loading control. (B–I) Localization of leukocytes in young and old RPE/choroid. Leukocytes are labeled with leukocyte common antigen, CD45 (red). (B) In the young RPE/choroid, there are no leukocytes attached to Bruch's membrane or in the RPE layer. (C–I) Leukocytes in the old RPE/choroid. There are many leukocytes attached to Bruch's membrane in the RPE/choroid in old animals (C–E, arrows). Note the leukocyte that is attaching to the endothelial surface of the choroidal capillary (F, arrow heads), the leukocyte that migrated from the vessel to the local tissue (G, arrow heads), and the leukocyte passing through Bruch's membrane (H, arrow heads). The leukocyte attaching to Bruch's membrane has a lobated nucleus, indicating a polymorphonuclear leukocyte (I, arrow heads). OS, outer segment; RPE, retinal pigment epithelium; CC, choroidal capillaries; BM, Bruch's membrane. Scale bar = 20 µm.

Our interpretation of the gene expression and protein profiles is that the aged RPE/choroid has become immunologically active. Based on the upregulation of the genes and proteins of the leukocyte extravasation signaling pathway, we predicted that we should find leukocytes in the RPE/choroid from normal, old animals but not in tissue from young animals. Thus, we determined the presence of leukocytes in the RPE/choroid by using CD45, which recognizes all leukocytes including granulocytes, lymphocytes and macrophages.

The immunofluorescent labeling for leukocytes showed that there were marked differences between RPE/choroid tissue from young and old animals (Fig. 5 B–I). In the young tissue, there were no leukocytes attached to Bruch's membrane or in the RPE (Fig. 5 B). In contrast, in the RPE/choroid from old animals, there were many leukocytes attached to Bruch's membrane (Fig. 5 C–E). Some leukocytes attached to the endothelial surface of the choroidal capillaries (Fig. 5 F), some leukocytes migrated from the vessels to the local tissue (Fig. 5 G), and some leukocytes were passing through Bruch's membrane (Fig. 5 H). Thus, the RPE/choroid in old animals has been invaded by leukocytes. These findings suggest an active recruitment of leukocytes from the choroidal circulation by the normal, aged RPE.

### Activation of complement pathway in the aged RPE/choroid

Based on the upregulated genes in the complement pathway in aged RPE/choroid, we determined the levels of two important activator proteins in aged RPE/choroid. C1 is the initial activator of the classical complement pathway, and C3 is the activator of the alternative pathway and the common pathway. Immunoblots showed the protein level of C1q, one of the components of C1, and C3, were increased in the aged tissue (Fig. 6 A), indicating the complement pathway was activated in the normal, aged RPE/choroid.

**Figure 6:**
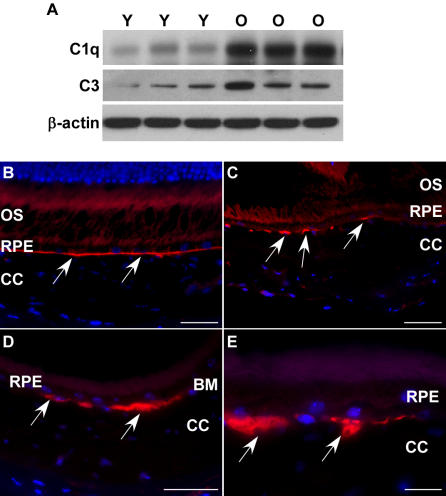
Activation of complement pathway in RPE/choroid of old animals. (A) Comparison of protein levels of C1q and C3 in RPE/choroid of young (Y, n = 3) and old (O, n = 3) mice by immunoblot. Both C1q and C3 are increased in aged RPE/choroids. β-actin was used as a loading control. (B–E) C3 deposition (red) in RPE/choroids. (B) C3 staining shows a thin and continuous line at Bruch's membrane in young animals (arrows). (C–E) In old animals, C3 deposition shows large and discontinuous clumps at Bruch's membrane (arrows). Scale bar = 50 µm (B–D) or 20 µm (E).

Immunofluorescent labeling showed there was C3 deposition on Bruch's membrane in both young and old animals, but with different deposit patterns. In young animals, C3 presented as a thin and continuous line associated with Bruch's membrane (Fig. 6 B). However, in old animals, C3 deposition showed large and discontinuous clumps on Bruch's membrane (Fig. 6 C–E), which was consistent with the increased amount of C3 in aged RPE/choroid. The discontinuous deposition of C3 may imply that the aged Bruch's membrane might be damaged and fractured. These findings suggested that the complement pathway was activated in the normal, aged RPE/choroid.

### Identifying the leukocyte attracting signal released from the aged RPE/choroid

The above results suggested that there were signals from the aged RPE/choroid which recruited leukocytes from the circulation. Chemokine (C-C motif) ligand 2 (Ccl2) is a potent chemotactic factor which attracts multiple leukocyte populations, including monocytes, basophils, NK cells, T lymphocytes, dendritic cells and neutrophils [30]. Our microarray data showed Ccl2 was 1.6-fold increased in aged RPE/choroid (p<10^−6^). 

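The single probe set for Ccl2 had an intensity of 239 ± 13.4 (SD, n = 4) in young and 260 ± 15.5 (SD, n = 4) in old animals. This is a log2 fold change of 0.12 (standard error 0.07, adjusted p = 0.242 from limma) and did not pass the test. The fold change was 1.08, with a 95% confidence interval from 0.980 to 1.20, and the exact permutation test (two-sided) gave p = 0.114, where 4 arrays against 4 allow 0.0286. Other chemokines rose. Cxcl5, which attracts neutrophils, rose from 33.6 ± 10.9 (SD, n = 4) to 136 ± 25.6 (SD, n = 4), a log2 fold change of 2.06 (adjusted p = 0.000519), and Cxcl9, a ligand of T cells, rose by 1.98 (adjusted p = 0.00206) by the probe set with the highest mean log2 level and not by the other (log2 fold change -0.05, adjusted p = 0.730). Ccl8, a ligand of monocytes, rose by 1.71 (adjusted p = 0.000835) and Cxcl16, which also acts as a scavenger receptor, by 1.44 (adjusted p = 0.000269). Of 32 chemokines 12 were higher and 0 lower (13 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.000102, and adjusted p = 0.153 with an estimated correlation).

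**Figure D5:**
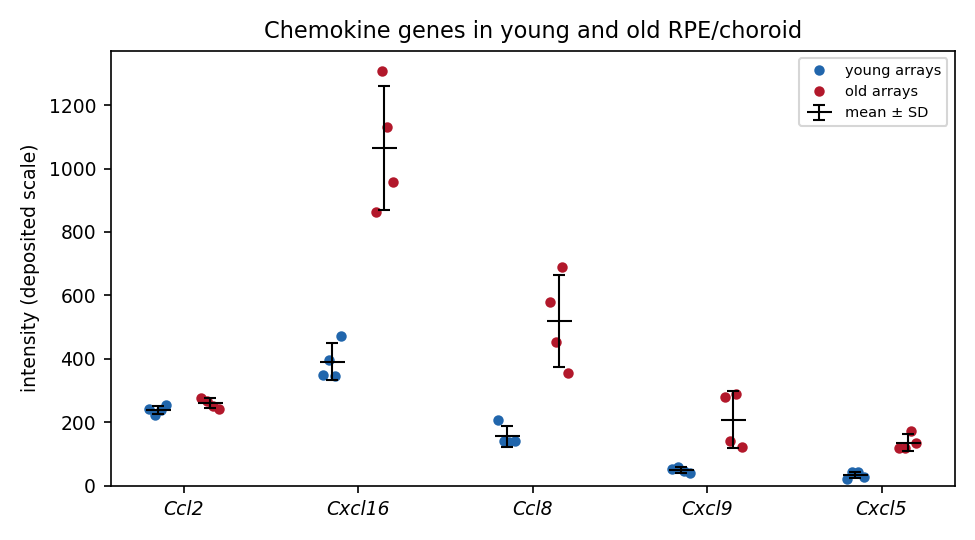
Intensity of 5 chemokine genes (vertical axis, deposited linear scale) in each of 4 young and 4 old arrays of RPE/choroid, with the mean and SD. Ccl2 overlaps between the ages, at 222 to 255 in young and 243 to 278 in old arrays, and Cxcl16 does not, at 346 to 472 and 863 to 1307.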

Real-time PCR confirmed that the gene expression of Ccl2 was significantly increased in aged RPE/choroid (Fig. 7 A; p<0.01, n = 4) with a higher fold change of 7.8. Immunoblot also showed that the protein level of Ccl2 was significantly increased in the aged RPE/choroid compared to tissue from young animals (Fig. 7 B; p<0.01, n = 3).

**Figure 7:**
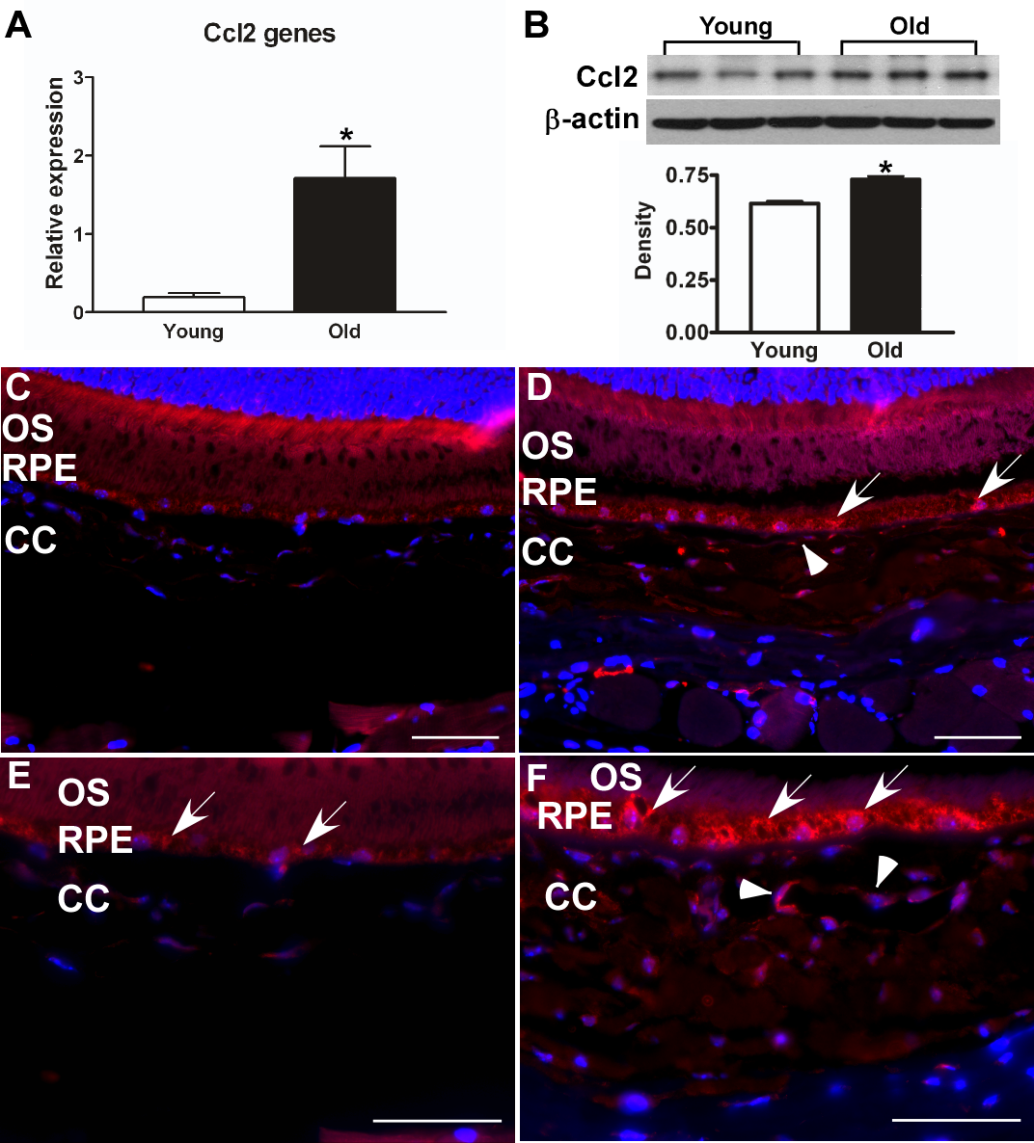
Increase of Ccl2 in RPE/choroid of old animals. (A) Comparison of Ccl2 gene expression in RPE/choroid between young and old mice. The expression level of Ccl2 is significantly increased in aged RPE/choroid (*p<0.01, n = 4). (B) Comparison of protein levels of Ccl2 in RPE/choroid of young (Y, n = 3) and old (O, n = 3) mice by immunoblot. Ccl2 is increased in aged RPE/choroids. Densitometric measurements confirm a significant increase in Ccl2 protein level in aged RPE/choroid (*p<0.01, n = 3). (C–F) Ccl2 distribution in RPE/choroid. Ccl2 is expressed in RPE cells (arrows) and endothelial cells (arrowheads). There is weak labeling for Ccl2 in the young RPE/choroid (C, E); and the amount of Ccl2 appears increased in old animals, especially in the choroid (D, F). Scale bar = 50 µm.

Immunofluorescent labeling showed there was some weak labeling for Ccl2 in the young RPE/choroid but Ccl2 labeling was greatly increased in the aged RPE/choroid. In the aged RPE/choroid, Ccl2 was present in RPE cells and endothelial cells (Fig. 7 C–F). Ccl2 may be one of the signals released from the normal, aged RPE to attract leukocytes from the circulation. Real-time PCR showed no significant difference for the gene expression of chemokine (C-C motif) receptor 2 (Ccr2), the primary receptor for Ccl2, between young and old (data not shown).

## Discussion

There are phenotypic changes that occur in the neural retina and in the RPE/choroid under normal aging conditions. Our findings put into context human genetic studies demonstrating gene mutations associated with AMD and animal models that exhibit AMD like changes. Our results using comprehensive microarray analyses, RT-PCR, immunoblots and immunofluorescent labeling demonstrate that there are phenotypic changes in the aged RPE/choroid that are associated with immune response effectors and pathways. The differences in the gene expression profiles comparing RPE/choroid and the adjacent neural retina from old animals are striking. We interpret our results to indicate that the RPE/choroid in the normal, old mouse has become an immunologically active tissue. This interpretation is consistent with a report on limited microarray data using aged RPE/choroid [31].

In the aged RPE/choroid, there is marked upregulation of genes and proteins that participate in leukocyte extravasation. The immunofluorescent labeling of abundant leukocytes, which may include macrophages, lymphocytes and granulocytes, attaching to Bruch's membrane in the old animals extends our gene expression and protein profiles to suggest functionality. These leukocytes may be recruited into the local tissue for removing cellular waste products or suppressing some activity in the normal aging process. The accumulation of leukocytes at Bruch's membrane and RPE suggests that there are signals from the aged RPE/choroid which recruit leukocytes from the circulation. From our data, the increased gene expression and protein production of Ccl2, but not Ccr2, in the aged RPE/choroid provides evidence in support of Ccl2 being one of those signals. This result is consistent with the findings in a recent animal model study. Ambati et al [32] report an increase in macrophages in the aged RPE/choroid of wild type animals and that Ccl2^−/−^ or Ccr2^−/−^ mice, which have a defect in macrophage recruitment, exhibit the principal hallmarks of AMD after 16 months of age. Ccl2 appears to be an important leukocyte attracting signal released from the RPE/choroid of old animals.

Genetic studies have identified mutations in CFH, the negative regulator of the complement cascade, as a gene responsible for AMD [33]–[36]. CFH inhibits the alternative complement cascade and also regulates the common pathway by inactivating C3b. Also, recent findings have demonstrated the association of AMD with two other complement genes, BF and C2, which are positive regulators of the complement cascade [17]. CFH, C3b/iC3b and BF have been colocalized in drusen and Bruch's membrane, suggesting these components of the complement pathway participate in drusen formation [17], [37]. A recent study showed an increased membrane attack complex (C5b-9) in Bruch's membrane of normal, aged human retina [38]. In addition, knockout of CFH in mice causes AMD-like changes when the animals age [39]. Our findings in the normal aged RPE/choroid fit well with these previous observations. For example, our microarray data have a consistent finding of increased gene expression of complement pathway genes, especially C3. The protein levels of complement cascade activators, C1q and C3, are increased in the aged RPE/choroid. Increased C3 protein is present as clumps of deposits on Bruch's membrane in old eyes. All of these results suggest that the complement cascade is activated in the RPE/choroid of old animals. We extrapolate our findings to predict that an error in the complement pathway will not cause AMD until the age-related changes leading to increased immunological activity appear in the elderly adult.

The physiological function of IL-10 signaling is to regulate macrophages and generate anti-inflammatory responses [40]. Several studies have demonstrated that interleukins (IL) including IL-6, -8, and -10 are associated with AMD [41]–[43]. Our data show several genes in IL-10 signaling are upregulated. Whether the activation of IL-10 signaling is triggered directly by the aged RPE/choroid or is a feedback response from the increased immunological activity of the aged RPE/choroid is not known. However, the increased activity of both positive and negative pathway regulation in the RPE/choroid of old animals suggests that a balanced mechanism is crucial for this tissue to age properly.

We hypothesize that the aged RPE/choroid has become intensely immunologically active and synthesizes proteins that attract leukocytes and activate the complement pathway. Activation of these pathways, which are part of normal aging in the RPE/choroid, requires extremely tight control by an intricate series of activating and regulatory proteins. To the extent that these age-related activities occur in the human RPE/choroid, any dysfunction of this normal aging process, e.g. through defects in BF, C2 or CFH, may predispose the aged RPE/choroid to AMD. In humans, small differences in genomic DNA among individuals can produce a spectrum of influences on immunological activities. Polymorphisms, mutations or single nucleotide polymorphisms (SNPs), which lead to changes of the normal immunological activities in the aged RPE/choroid, have the potential of being disease causing factors or susceptibility factors for the development of AMD. We hypothesize that phenotypic changes in the aged, human RPE/choroid provides the background for an error in regulation of immunological activity to cause AMD to appear in an elderly individual.

## Materials and Methods

### Mice

All protocols were in compliance with NIH guidelines and approved by the Center for Comparative Medicine Committee at Northwestern University. C57BL/6 male mice, 4 mos (young) and 26 mos (old) of age (NIA, Bethesda, MD) were used. Animals were housed under standard conditions.

### RNA Isolation

Mice neural retina and RPE/choroid were separated and placed in RNA lysis buffer and RNA was extracted by using the RNeasy Minikit (Qiagen). There were 12 neural retina and 8 RPE/choroid samples for microarray. Integrity and concentration of RNA was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies).

### Microarray analysis

The labeling and hybridization of the cRNA was performed at the Functional Genomics Facility at The University of Chicago. The cRNA were prepared following the Affymetrix GeneChip Expression Analysis Manual. 12 µg of labeled cRNA were hybridized to Affymetrix Mouse 430 2.0 arrays for 16 hrs at 45°C and 60 rpm in an Affymetrix Hybridization Oven 640. The arrays were washed and stained with streptavidin phycoerythrin in Affymetrix Fluidics Station 450 following Affymetrix GeneChip protocol and then scanned using an Affymetrix GeneChip Scanner 3000.

### Microarray data statistical analysis

The acquisition and initial quantification of array images were performed using the GCOS (GeneChip Operating Software, Affymetrix). The*.CEL files were obtained from GCOS.

We used three different methods to identify the differentially expressed genes. We first used packages in Bioconductor [44] for data analysis. The data were preprocessed and normalized using the RMA method in affy package [45]. To reduce false positives, we removed the probe-sets with all samples as “Absent” in the data analysis. The probe-set “Present”/“Absent” calls were estimated using the Wilcoxon signed rank-based algorithm [46] implemented in affy package. Then we identified the differentially expressed gene list by the empirical Bayes shrinkage moderated t-statistics in Limma Bioconductor package [47]. We considered the genes with fold-change >2.0 and false discovery rate (FDR) [48] adjusted p<0.01 as significantly differentially expressed. The second method we used was Dchip [49]. Invariant set normalization was performed using Dchip2006 and perfect match-only model was used for generating gene signal intensities. Genes that met the criteria fold change >2 and statistical difference p<0.05 simultaneously were considered as significant changes. The third method was SAM [50]. Microarray analysis was done with the SAM module within BRB-Array tools (Version 3.4, NCI). Genes were first filtered in BRB array tools to exclude genes where less than 20% of the expression data had a 1.5-fold change in either direction and where the missing or filtered out data exceeded 50%. After this filtering, 1451 genes were submitted for SAM analysis. The criterion for selection was a 1% FDR with 90% percentile confidence.

After removal of the repeated and unannotated genes, the identified differentially expressed genes were further analyzed for global functional analyses, network analyses and canonical pathway analyses using Ingenuity Pathway Analysis (Ingenuity® Systems, www.ingenuity.com). A differentially expressed gene list containing gene identifiers and corresponding fold changes was uploaded as an Excel spreadsheet into the software. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. We also used GOstats Bioconductor package[44] for the Gene Ontology (GO) analysis.

### Real-time RT-PCR

100 ng of total RNA (400 ng of total RNA for Ccl2 gene) from each sample was reverse transcribed into cDNA using iScript cDNA Synthesis Kit (Bio-Rad) and used as a template for real-time PCR reactions. Specific primers (Table 2) were synthesized by Integrated DNA Technologies. The RT-PCR reactions were performed using iCycler (Bio-Rad). All samples were tested in triplicate PCR reactions and the mean of the reactions was used for calculating the expression levels. Expression levels were normalized to 18S mRNA and analyzed by a standard two-tailed t-test using GraphPad Prism (GraphPad Software, Inc).

**Table 2:** Gene-specific primers used in the study.

Gene	Forward primer	Reverse primer
**ICAM1**	**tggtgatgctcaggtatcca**	**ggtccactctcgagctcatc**
**ITGB2**	**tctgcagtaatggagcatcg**	**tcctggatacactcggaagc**
**C3**	**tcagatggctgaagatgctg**	**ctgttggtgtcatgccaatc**
**C1QC**	**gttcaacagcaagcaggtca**	**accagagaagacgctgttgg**
**FCER1G**	**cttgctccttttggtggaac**	**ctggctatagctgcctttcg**
**SH3BP2**	**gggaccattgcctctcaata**	**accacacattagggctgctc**
**SYK**	**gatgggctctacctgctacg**	**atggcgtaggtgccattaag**
**CCR1**	**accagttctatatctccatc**	**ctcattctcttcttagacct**
**IL1RN**	**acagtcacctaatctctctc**	**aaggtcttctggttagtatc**
**BCL2A1**	**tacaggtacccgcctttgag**	**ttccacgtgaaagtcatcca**
**CD45**	**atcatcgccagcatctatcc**	**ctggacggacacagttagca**
**Ccl2**	**tactcattcaccagcaaga**	**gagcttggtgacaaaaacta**
**Ccr2**	**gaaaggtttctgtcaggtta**	**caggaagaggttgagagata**
**18S**	**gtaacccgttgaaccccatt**	**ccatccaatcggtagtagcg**

### Immunoblot analysis

The RPE/choroid was lysed in extraction buffer containing 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA plus protease inhibitors and phosphatase inhibitors (Pierce) and sonicated for 5 sec before protein concentration determination by the Bradford colorimetric assay. 20 µg proteins (40 µg of RPE/choroid protein for Ccl2 detection) were loaded onto 4–12% SDS-PAGE gels and electrotransferred on polyvinylidene fluoride (PVDF) membranes (Amersham). The membrane was blocked for 1 hr at room temperature in blocking solution containing 5% nonfat milk and 0.05% Tween 20 in Tris-buffered saline (TBS) (25 mM Tris-HCl and 150 mM NaCl) and then incubated with primary antibodies in blocking solution at 4°C overnight. The following primary antibodies were used: goat anti-ICAM1 (1∶200; Santa Cruz), rat anti-ITGB2 (1∶100; Santa Cruz), mouse anti-CD45 (1∶1000; BD Biosciences), rat anti-C1q (1∶100, HyCult biotechnology), rabbit anti-C3 (1∶100; abcam), rabbit anti-Ccl2 (1∶1000; abcam) and mouse anti-β-actin (1∶20,000; Sigma).The membrane was rinsed with 0.05% Tween 20 in TBS and incubated with peroxidase-conjugated donkey anti-goat IgG (1∶15,000; Santa Cruz), goat anti-rat IgG (1∶10,000), goat anti-mouse IgG (1∶10,000) or donkey anti-rabbit IgG (1∶15,000) for 1 hr at room temperature. Finally, the blots were developed by enhanced chemiluminescence (ECL) (Pierce) on Hyperfilm (Amersham). The immunoblots for Ccl2 were scanned and relative band density was determined using ImageJ (National Institutes of Health, Bethesda, MD). The densities were normalized to β-actin and analyzed by a standard two-tailed t-test using GraphPad Prism.

### Immunofluorescent labeling

Eyes were fixed in 4% paraformaldehyde in PBS for 4 hrs and embedded in paraffin. 5 µm thick sections were de-waxed and rehydrated. For antigen retrieval, the sections were heated in 10 mM sodium citrate buffer (pH 6.0) at a sub boiling temperature for 10 min followed by cooling for 30 min. The tissue sections were incubated with mouse anti-CD45 (1∶200), rabbit anti-C3 (1∶100) or rabbit anti-Ccl2 (1∶100; Chemicon) diluted in 5% BSA in PBS for overnight at 4°C. After several washes, tissue sections were incubated with the secondary antibody, Alexa Fluor 568 goat anti-mouse IgG or donkey anti-rabbit IgG (1∶800; Molecular Probes) for 1 hr at room temperature. After washing with PBS, slides were mounted with Vectorshield containing DAPI (Vector Laboratory) and observed using fluorescence microscopy.

## Supporting Information

Table S1 Genes that are differentially expressed with age in the RPE/choroid
(0.44 MB DOC) Click here for additional data file.

Figure S1 Pathway diagram showing the molecules involved in NK cell signaling and their interaction. The diagram was modified from Ingenuity Pathway Analysis (Ingenuity® Systems).
(3.73 MB TIF) Click here for additional data file.

Figure S2 Pathway diagram showing the molecules involved in IL-10 signaling and their interaction. The diagram was modified from Ingenuity Pathway Analysis (Ingenuity® Systems).
(9.74 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

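RPE/choroid of 4 young (4 months) and 4 old (26 months) male C57BL/6 mouse samples was measured on Affymetrix Mouse 430 2.0 arrays, 1 array per sample. The intensity values were normalized by the authors before they were deposited, by a step that the table does not name. The paper gives RMA in affy, invariant set normalization with the perfect match-only model in Dchip2006, and BRB-ArrayTools as its routes. The values were checked to be linear, never negative, of similar median in all arrays and not quantile-normalized.

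Log2 values were analysed with R 4.3.3 and limma 3.58.1 (lmFit and eBayes), old against young with no other covariate, over 45037 probe sets with Benjamini-Hochberg adjustment. Of all 45101 probe sets, 64 controls were left out. A single gene was named by 34945 (77.6%), 932 named several genes and 9160 none, and only the first kind was used for genes. The counts use a fold over 2 and an adjusted p under 0.01, as in the paper, and a gene counts when any of its probe sets passes. A named gene or list member is said to rise or fall at an adjusted p under 0.05 by its probe set with the highest mean log2 value. SAM was computed with all 35 splits of the arrays, a false discovery rate of 1% at the 90th percentile, and a filter that keeps probe sets with at least 20% of arrays over 1.5-fold from the median. Gene lists were tested with camera (preset correlation of 0.01, and again with an estimated correlation) and with Fisher's exact test, each adjusted over 49 lists. The arrays were clustered by average linkage on correlation. For Ccl2 and Ccr2 an exact permutation test was added.

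The lists cover the genes of Table 1 and Fig. 2, which were counted but not tested as lists, the genes associated with AMD that the introduction names, immune pathways, matrix, RPE function, stress and clock genes, and markers of 22 cell types. The lists other than those from the paper were written from textbook knowledge. The genes named are those in the paper's results, Table 1, Fig. 2 or Fig. 7, the 10 with the largest rise and the 10 with the largest fall past the thresholds without overlap between the ages, up to 4 members per list with the largest change past an adjusted p of 0.05 (or the 2 with the smallest p), and every member of a count of 5 or fewer. Some of these genes are not reported here. The tests, lists, naming rule and alternatives were chosen before the data were examined, except where the text says otherwise. When an array is left out, each gene keeps the probe set chosen over all 8 arrays, which was settled after Cxcl9 and Il1rn had been seen to switch probe sets. The values of Table 1 and Table S1 had been read before the lists and rules were chosen. The lists were therefore not written blind to the paper's results from these arrays.

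The alternatives were a filter on low values, quantile normalization, median centring, eBayes with trend and robust estimation, array weights, the replicate number as a block, leaving out each array, other choices of probe sets per gene, other thresholds and tests, and an estimated correlation. The paper gives no pairing of young with old samples. After the age effect was removed, arrays of the same number had correlations of 0.113, 0.0343, 0.00712 and 0.0125, and the own number gave the highest for replicate 1 alone, so no block was used in the reported values. On simulated data with 50 changed probe sets per size, 74% of log2 changes of 0.5 and 96% of log2 changes of 1 were found at an adjusted p under 0.05, with 19 false calls among 44837 unchanged probe sets. Past a fold over 2 and an adjusted p under 0.01, 25 of 50 log2 changes of 1 and 48 of 50 of 2 were found. SAM found 6 and 49 of these. The removal of Absent probe sets, the pathway tool and the RT-PCR, immunoblot and immunofluorescence results were not repeated.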

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

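The tests of blood, of leukocyte types, of a single old sample, of substrain and of neural retina in this part were chosen only after the result was seen.

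Several groups of genes that are not pathways of Table 1 changed with age. The paper discusses macrophages and C1q, whose genes are part of one of these groups. All counts are at an adjusted p under 0.05. Interferon-induced genes were higher for 19 of 27, MHC class I genes for 13 of 13, acute phase genes for 10 of 18, lysosomal genes for 25 of 33 and macrophage markers for 13 of 18. With an estimated correlation camera called none of these 5 lists (adjusted p = 0.325, 0.279, 0.232, 0.153 and 0.153 in this order; 3 had an unadjusted p under 0.05). Melanogenesis genes were lower for 13 of 15, over all genes and adjusted over the list alone (camera, adjusted p = 1.6e-06, and adjusted p = 0.378 with an estimated correlation). Rab38, which traffics enzymes to the melanosome, fell by 0.87 on the log2 scale, and the receptor Kit by 0.58. Gpr143, a receptor of the melanosome, fell by 0.51 and the transporter Slc45a2 by 0.49. Glucocorticoid-induced genes were higher for 10 of 20 (13 when adjusted over the list alone; camera, adjusted p = 0.00127, and adjusted p = 0.495 with an estimated correlation). Fkbp5, a chaperone of the glucocorticoid receptor, rose by 1.62, the transcription factor Zbtb16 by 1.51 and Tsc22d3 by 1.17.

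Of 10 mast cell markers 5 were higher and Kit was lower, over all genes and adjusted over the list alone (camera, adjusted p = 0.0126, adjusted p = 0.325 with an estimated correlation and adjusted p = 0.0539 without old replicate 1). The proteases Cpa3, Cma1, Mcpt4 and Tpsb2 rose by 1.70, 1.42, 0.49 and 0.27, and the IgE receptor chain Fcer1a by 1.03. Of 16 markers of sclera, cornea, tendon and cartilage 8 were higher and Scx lower (camera, adjusted p = 0.000512, and adjusted p = 0.325 with an estimated correlation), although the other probe set of Scx rose by 0.46 (adjusted p = 0.00575), with the matrix protein Comp at 1.40 and the secreted protein Angptl7 at 1.46. Of 16 endothelial markers 10 were lower, and of 14 Mueller glia and astrocyte markers 7 were lower (camera with an estimated correlation, adjusted p = 0.378 and 0.279). Of 4 genes reported to vary between C57BL/6 substrains, 2 were lower, Wdfy1 and Nnt (camera, adjusted p = 0.00891, and adjusted p = 0.153 with an estimated correlation).

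An array stood far from the other arrays of its age in 42 of 588 groups tested (7.14%), where chance gives about 1 in 20. Old replicate 2 did so in 12, young replicate 1 in 7, young replicate 4 and old replicate 4 in 5 each, old replicate 1 in 4, and young replicates 2 and 3 and old replicate 3 in 3 each. Among list scores, which are mean centred log2 values, these were the oxidative stress list in young replicate 1 (-0.29), oxidative phosphorylation in young replicate 3 (0.038), T cells in young replicate 3 (-0.17), B cells in young replicate 2 (-0.092), lens in young replicate 1 (0.42), rods in young replicate 4 (-0.42), senescence and p53 targets in old replicate 2 (0.38), cones in old replicate 4 (0.37) and inner retinal neurons in old replicate 4 (0.22).

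Among single genes, the intensity stood apart in young replicate 1 for Fabp7 (491), Ccl8 (206), Rab38 (2546), Gstp1 (11949) and Slc6a9 (3841). In young replicate 2 it did for Trem2 (531) and Mog (16.9), in young replicate 3 for Cidec (74.1), and in young replicate 4 for Derl3 (297), Abca4 (2604), C9 (74.1) and Mal (1275). In old replicate 1 it did for Bpifb1 (949), Cd55 (88.7), Ctsd (10865) and Itga2b (140.4), in old replicate 3 for Lair1 (355), Ifit1 (1642) and H2-K1 (8116), and in old replicate 4 for Pde6c (258), Spc25 (244) and Slc6a9 (2924). In old replicate 2 it did for Jchain (1608), Gadd45a (762), Cxcr2 (174), Pparg (408), Mmp9 (268), Cd14 (2073.5), Cd163 (185), Pf4 (1799), Alas2 (1133), Rhag (35.25) and Cnp (1189.7).

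Of the leukocyte markers, 13 of 18 of macrophages and 5 of 12 of T cells were higher in the old arrays, against 2 of 11 of NK cells, 2 of 11 of neutrophils, 1 of 9 of dendritic cells and 1 of 10 of B cells. The neutrophil, NK cell and dendritic cell scores were still higher in every old than in every young array (exact permutation p = 0.0286 each). The gap was narrow for NK cells, with the lowest old array at -0.0255 and the highest young array at -0.0256. For neutrophils these were -0.300 and -0.315. The dendritic cell list had a median log2 fold change of 0.013. With a preset correlation camera did not call the neutrophil, NK cell and dendritic cell lists (adjusted p = 0.134, 0.311 and 0.830). The neutrophil list was called in 2 of 18 alternatives, among them the replicate block (camera, adjusted p = 0.0475), and the other lists in 0. The neutrophil list had a mean log2 fold change of 0.81, against 0.78 for macrophages. If blood left in the old samples were the cause, the erythroid list would rise with the macrophage list, but macrophage minus erythroid was 0.765 higher in old arrays (exact permutation p = 0.0286, the smallest possible), from 0.313 in the lowest old array against -0.152 in the highest young array. Macrophage minus B cell was 0.883 higher (exact permutation p = 0.0286). The macrophage list alone separated the ages (exact permutation p = 0.0286), so the p of either difference does not test the other list. Alone, the B cell list had a mean score of 0.051 in young and -0.051 in old arrays (exact permutation p = 0.143). The erythroid list had -0.0085 and 0.0085 (exact permutation p = 0.886). Of 22 genes of B cell receptor signaling, 12 were higher, but 13 of the 22 also belong to another list. Macrophage minus B cell was at most -0.223 in young and at least 0.320 in old arrays. This argues against a rise of the macrophage and B cell markers alike. Whether the B cell markers lie too near background to show a rise was not tested. For the other leukocyte types a rise alike is not decided. Of the 247 higher genes, 221 (89.5%) still passed without old replicate 2, which argues against a single inflamed sample for those genes. For part of the pattern that sample stays open. The neutrophil list lay at 1.59 in old replicate 2 and at -0.30 to 0.20 in the other old arrays. The IL-10 list lay at 0.82 there and at 0.01 to 0.20 in the others. The macrophage list shares 8 of 18 genes with other lists, and 3 were chosen by the study. More macrophages and more transcript per macrophage, as well as age itself, stay open, and were not tested.

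Wdfy1 and Nnt had the ranks 1 and 34 by p among all genes. Nnt, the mitochondrial transhydrogenase, fell from 2036 ± 109 (SD, n = 4) to 893 ± 78.6 (SD, n = 4). A difference in substrain between the young and old animals may explain such a fall, and so may age. The arrays of each age are the only ones from their animals, so these cannot be told apart here. Ide and Fgfbp3, of the same list, did not pass (log2 fold change -0.14, adjusted p = 0.0960, and 0.22, adjusted p = 0.212), but Ide was lower when adjusted over the list alone (adjusted p = 0.0337).

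Of 14 glial markers 7, and of 26 inner retinal markers 5, were lower in the old arrays, and neither list was called by camera with an estimated correlation (adjusted p = 0.279 and 0.325). Old replicate 4 lay near the young arrays in the inner retinal list. Less neural retina in the old samples may explain the fall of these genes. The rod list was 0.53 lower in old arrays, with overlap between the ages (list score -0.53, exact permutation p = 0.257; camera, adjusted p = 0.0137, adjusted p = 0.717 with an estimated correlation, and adjusted p = 0.109, 0.0813 and 0.0679 without young replicate 2, old replicate 1 and old replicate 3). Old replicate 4 had the highest rod score of all arrays (0.58) and young replicate 4 one of -0.42. This does not decide it, so less neural retina and a fall within the retinal cells cannot be told apart. Of 16 rod markers Slc24a1 was lower, over all genes but not when adjusted over the list alone, and of 10 cone markers Gngt2 was higher and Opn1mw, Pde6c and Kcne2 were lower.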

How the results depend on the processing

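The alternative without old arrays 2 and 4 was chosen only after the result was seen, as was keeping each gene's probe set when an array is left out. Leaving out 1 array gave 233 to 324 genes (215 to 276 higher), 324 to 445 probe sets (297 to 389 higher, 24 to 95 lower), 1475 to 2215 genes higher at an adjusted p under 0.05, 23 to 27 shifted lists (17 to 18 higher, 6 to 9 lower), 15 to 19 enriched lists, a log2 fold change of Ccl2 of 0.08 to 0.15 and of Ccr2 of -0.12 to -0.05, and kept all arrays with their age. The lower genes ranged from 15 (without young replicate 1) to 72 (without old replicate 4), and the overlap of the methods from 19 (without young replicate 3) to 318 (without old replicate 4), with 105, 129 and 144 without young replicates 1 and 2 and old replicate 3. The genes lower at an adjusted p under 0.05 ranged from 953 (without old replicate 3) to 1766 (without old replicate 1), with 1068, 990, 1119 and 1137 without young replicates 1, 3 and 4 and old replicate 2.

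With a fold over 1.5, 806 genes passed (641 higher, 167 lower, where a gene with probe sets past in both directions counts in each). The lower genes were 17 with eBayes trend and robust estimation and 54 with the Dchip thresholds. Without old arrays 2 and 4 there were 67 lower genes, 87 lower probe sets, 1067 genes higher and 700 lower at an adjusted p under 0.05, and an overlap of 113. With the estimated correlation, camera called 0 lists (0 higher, 0 lower), and 10 at an unadjusted p under 0.05. The replicate block gave 253 genes (234 higher, 19 lower), an overlap of 242 and an adjusted p of 0.320 for Ccl2. Quantile normalization gave 1921 genes higher and 2053 lower, reversing the order of 2145 and 1739, and median centring gave 2478 and 1345. The cause was not tested.

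By gene means and by the probe set with the smallest p, Ccr2 passed the test at -0.22 and -0.24. The log2 fold change reversed for Ptk2b to 0.41 and 1.08, for Vav1 to 0.53 and 1.19 and for Scx to 0.059 and 0.46 under these choices, for Scx to 0.46 without _x_at and _s_at probe sets, for Kdm5d to 0.068 by gene means, and for Mbp to 0.31 and Fech to -0.24 by the smallest p. With the probe set chosen anew without each array, 6 named genes switched. Cxcl9 reversed to -0.066 and -0.13 without old replicates 1 and 3 and Il1rn was at 1.65, 1.71 and 1.65 without young replicates 1, 3 and 4. Timp4 was at 0.23 to 0.29 without each old replicate, not past the test without old replicates 2 and 3, and Mmp19 at 0.17 and 0.15 without these, not past the test. Cxcl16 and Rab38 kept their call. Genes higher at an adjusted p under 0.05 were then 1461 to 2214 and lower 956 to 1766. The log2 fold change of Cd163 was -0.48 without old replicate 2 and 0.61 without old replicate 1. Of 193 named genes past an adjusted p of 0.05, 130 had the same call in each of the 18 alternatives that held them (176 of the 193 were held with low values left out and 188 without _x_at and _s_at probe sets) and 63 lost it in at least 1. Of 45 named genes not past it, 30 were the same in every alternative. In at least 1 alternative, 13 of the 45 gained a call and 3 reversed. Of 25 lists, 21 were called in every alternative except the estimated correlation. Mast cell markers lost the call with low values left out (adjusted p = 0.110) and without old replicate 1 (0.0539), T cell markers with low values left out (0.428) and by the smallest p (0.0917), RPE function without young replicate 2 (0.0734), and rods with array weights (0.142), by the smallest p (0.0854) and without young replicate 2 (0.109), old replicate 1 (0.0813) and old replicate 3 (0.0679). Some lists without a call in the reported values gained one in part of the 18 alternatives. These were adipocyte markers in 6, cones in 3, and neutrophil and platelet markers in 2 each. T cell receptor signaling (adjusted p = 0.00559), MHC class II presentation (0.00296), collagen synthesis (0.0269) and oxidative phosphorylation (0.0130) gained it in 1 each. The number of arrays limits the precision, and low intensities lie near background.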

Differences from the paper's values

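The alternatives in this part were set before the data were examined, except that keeping each gene's probe set when an array is left out was settled after Cxcl9 and Il1rn had been seen to switch probe sets. Of the counts, none differed by more than 1.5 times: the paper's 315 genes by Limma stand against 273 here, its 282 increased against 247, its 33 decreased against 26, its 300 by Dchip against 322, its 309 by SAM against 303 and its 227 in common against 257.

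In Table 1, the paper's fold change for Ptk2b is 2.1, against -1.19 here. It was within reach by the probe set with the smallest p, at 2.11, and by none of the other 16 alternatives. For Vav1 the paper's value is 2.6, against -1.10 here, and the probe set with the smallest p gave 2.28, the other 16 not. The paper's values are 2.1 for Thy1, 2.2 for Cfb, 2.4 for Plaur and 3.5 for Lair1, against 1.22, -1.02, 1.32 and 1.91 here, and none of the 17 alternatives came within reach. They ran from 1.18 to 1.26 for Thy1, -1.05 to 1.02 for Cfb, 1.21 to 1.39 for Plaur and 1.79 to 2.17 for Lair1. For Il1rn the paper's value in Table 1 is 3.4, against 1.18 here. In its RT-PCR comparison the paper's fold change of Il1rn is 3.2, against the same 1.18. Of 16 alternatives the probe set with the smallest p alone, at 3.25, did not differ from either. With the probe set chosen anew, as was done first, Il1rn was also within reach of both without young replicates 1 (3.14), 3 (3.28) and 4 (3.13).

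In Table S1, the paper's fold change for Orm1 is 28.9, against 15.2 here (13.0 to 17.7 over 17 alternatives), and for Cd3g it is 4.1, against 2.14 (1.99 to 2.56 over 16), with none within reach. For Saa3 it is 4.3, against 2.73, and the values without young replicate 3 (2.87) and without old replicate 1 (3.06) did not differ, while the other 15 did. For Cd22 it is 2.33, against 1.27, and of 17 alternatives the probe set with the smallest p alone did not differ (1.64). Of 315 genes that Table S1 lists, 278 had a probe set here, 269 of these had the same direction and 9 the opposite, and 217 (78.1%) were also counted here.

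The paper states that Ccl2 is increased in old RPE/choroid. The log2 fold change here was 0.12 and did not pass (adjusted p = 0.242 from limma), nor in any of the alternatives, where the adjusted p ran from 0.135 to 0.417. Its table calls Vav1 increased, as do the mean of the probe sets (log2 fold change 0.53) and the probe set with the smallest p here. Cfb passed in none of the alternatives.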

Other observations

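In this part, Rpe65 alone was chosen only after its value was seen. Matrix genes moved both ways in the old RPE/choroid. Of 36 genes of Bruch's membrane and extracellular matrix 9 were higher and 6 lower (10 and 8 when adjusted over the list alone; camera, adjusted p = 0.533). The list held 3 of the genes higher at fold over 2 and adjusted p under 0.01. By Fisher's exact test (one-sided), which treats genes as independent, it was enriched (adjusted p = 0.0221). Tnc, the matrix protein tenascin C, rose from 121 ± 17.3 (SD, n = 4) to 686 ± 69.8 (SD, n = 4), a log2 fold change of 2.51 (adjusted p = 1.6e-05 from limma). Fn1, fibronectin, rose by 1.92, the collagen chain Col12a1 by 1.45 and Col6a3 by 0.97. Of 17 genes of collagen synthesis 4 were higher, the crosslinking oxidase Lox by 0.97, P3h2 by 0.32, P4hb by 0.27 and Col5a1 by 0.22. Of 23 genes of RPE function 9 were lower and 2 higher (camera, adjusted p = 0.0113, adjusted p = 0.516 with an estimated correlation and adjusted p = 0.0734 without young replicate 2). Rrh, an opsin of the RPE, fell by 0.55, the potassium channel Kcnj13 by 0.42, the transcription factor Otx2 by 0.33 and the lactate transporter Slc16a1 by 0.32, and Itgb5 and Ctsd rose by 0.29 and 0.23. The visual cycle gene Rpe65 had a log2 fold change of -0.06 (adjusted p = 0.441).

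Of 16 senescence and p53 targets 6 were higher and Sesn2 lower, by -0.29 (camera, adjusted p = 0.0137, and adjusted p = 0.325 with an estimated correlation). The cell cycle inhibitor Cdkn1a rose by 1.11, with a standard deviation of 299.6 among old arrays, Gadd45a by 1.11 and Pmaip1 by 0.90. Old replicate 2 stood apart, with a list score of 0.38 against 0.064 to 0.12 in the other old arrays and Gadd45a at 762 against 494 to 508. Of 8 adipocyte markers 3 were higher, Fabp4 by 1.88, Cd36 by 0.83 and Pparg by 0.61. Of 26 genes of oxidative phosphorylation 4 were lower, Atp5d by -0.26, Ndufa4 by -0.20, Cox5b by -0.19 and Uqcrc2 by -0.17. Of 17 clock genes Per1, Cry1 and Cry2 were higher, by 0.98, 0.89 and 0.25, and Npas2 lower, by -0.51. Of 16 immediate early genes Atf3, Ier3 and Maff were higher, by 0.89, 0.64 and 0.63. Of 19 proliferation genes Cenpa, Mcm3 and Pcna were higher, by 0.24, 0.21 and 0.17, and Tk1 lower, by -0.20.

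Of 10 plasma cell markers Jchain and Tnfrsf13b were higher, the latter by 0.81, and Irf4, Prdm1 and Derl3 lower, by -0.25, -0.37 and -0.44. Ighm did not pass by its probe set with the highest level, though 2 of its 11 probe sets rose, by 0.80 and 2.23 (adjusted p = 0.000415 and 0.00412). Of 7 platelet markers Clec1b and Ppbp were higher, the latter by 1.06. Of 9 dendritic cell markers Itgax was higher, of 11 fibroblast markers Pdgfra, by 0.40, and of 16 skeletal muscle markers Myot, by 1.00. Of 7 Schwann cell markers Sox10 and Mbp were lower, by -0.30 and -0.37, although another probe set of Mbp rose by 0.31 (adjusted p = 0.00351), and of 14 lens markers Lim2 and Cryba2, by -0.34 and -0.35. Of 4 genes of the Y chromosome and Xist, Eif2s3y was higher, by 0.58, and Kdm5d lower, by -0.23, although the mean of its probe sets had a log2 fold change of 0.068. Of 8 genes associated with AMD, Htra1 and C2 were higher, by 0.47 and 0.27, and Elovl4 lower, by -0.61, and Apoe, Abca4, Cx3cr1, Mmp9 and Cfb did not pass.

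For Ccr2, the receptor for Ccl2, the probe set with the highest level was at 318 ± 6.69 (SD, n = 4) in young and 303 ± 18.5 (SD, n = 4) in old animals (log2 fold change -0.07, adjusted p = 0.414 from limma; exact permutation test, p = 0.171). The others had log2 fold changes of -0.24, -0.28 and -0.29 (adjusted p = 0.0249, 0.119 and 0.110).

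Other splits of the 8 arrays were tried, 35 with the real one. For genes past the thresholds the real split gave 273 and the highest other 3, for probe sets 380 and 3, and for genes at an adjusted p under 0.05 3884 and 42. In each of these, 1 split was as large, the real one, which is the least that 35 splits allow. This argues against chance for these counts, within that limit. The enriched lists (17, and 0 in any other split) and the overlap of the methods (257, and 1) are computed from the genes past the thresholds, of which 33 of the 34 other splits had none, so their splits decide nothing further. For shifted lists the real split gave 25 and the highest other 32, which sets old replicate 4 with young replicates 1, 2 and 3, and 3 splits were as large. The others as large, with 32 and 31 lists, keep 3 arrays of each age together, so they still hold part of the age difference. They therefore do not decide whether chance gives that count. Splits with 2 arrays of each age on each side gave 0 to 14 lists.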
